# Gene expression profiling in the Cynomolgus macaque *Macaca fascicularis *shows variation within the normal birth range

**DOI:** 10.1186/1471-2164-12-509

**Published:** 2011-10-16

**Authors:** Bright Starling Emerald, Keefe Chng, Shinya Masuda, Deborah M Sloboda, Mark H Vickers, Ravi Kambadur, Peter D Gluckman

## Abstract

**Background:**

Although an adverse early-life environment has been linked to an increased risk of developing the metabolic syndrome, the molecular mechanisms underlying altered disease susceptibility as well as their relevance to humans are largely unknown. Importantly, emerging evidence suggests that these effects operate within the normal range of birth weights and involve mechanisms of developmental palsticity rather than pathology.

**Method:**

To explore this further, we utilised a non-human primate model *Macaca fascicularis *(Cynomolgus macaque) which shares with humans the same progressive history of the metabolic syndrome. Using microarray we compared tissues from neonates in the average birth weight (50-75^th ^centile) to those of lower birth weight (5-25^th ^centile) and studied the effect of different growth trajectories within the normal range on gene expression levels in the umbilical cord, neonatal liver and skeletal muscle.

**Results:**

We identified 1973 genes which were differentially expressed in the three tissue types between average and low birth weight animals (P < 0.05). Gene ontology analysis identified that these genes were involved in metabolic processes including cellular lipid metabolism, cellular biosynthesis, cellular macromolecule synthesis, cellular nitrogen metabolism, cellular carbohydrate metabolism, cellular catabolism, nucleotide and nucleic acid metabolism, regulation of molecular functions, biological adhesion and development.

**Conclusion:**

These differences in gene expression levels between animals in the upper and lower percentiles of the normal birth weight range may point towards early life metabolic adaptations that in later life result in differences in disease risk.

## Background

Clinical, experimental and epidemiological studies have highlighted a link between the early-life environment and the health and well-being of offspring in later life. An adverse maternal environment has been linked to an increased risk of developing metabolic and cardiovascular disorders including type 2 diabetes, obesity, hyperlipidemia, insulin resistance and hypertension [1-7]. An important feature of these studies is that these relationships exist within the normative birth range and do not depend on extremes of birth weight. This has led to the proposal that later life disease risk is the result of maladaptive consequences of plastic mechanisms which would normally be adaptive [8,9].

It is proposed that developmental plasticity determines the trajectory of development through epigenetic processes such that the fetus attempts to match its later phenotype to the environment [10]. It has been proposed that low birth weight is a marker of a poor early life nutritional environment [11] and thus a smaller fetus is more likely to develop a metabolic capacity appropriate for a low nutrient postnatal environment. But, if faced with a high nutrient environment it is more likely to become obese and insulin resistant [12]. Although, epigenetic processes have been increasingly implicated largely from rodent studies involving nutritional manipulation of the dam [13,14] the molecular mechanisms underlying altered disease susceptibility are largely unknown. There is also some evidence that these developmental trajectories, and associated long-term gene expression and epigenetic changes can be reversed by the administration of the adipokine leptin to the neonatal rat although the concentrations used were higher than physiological levels [10,12,15,16]. These data suggest that a better understanding of the molecular events associated with impaired early life development may help in designing future intervention strategies.

To identify the possible molecular pathways associated with variations in the fetal environment, we have utilised a non-human primate (NHP) model, the *Macaca fascicularis *(Cynomolgus macaque) to elucidate whether variations within the normal birth weight range are associated with differential gene expressions patterns. Cynomolgus macaques share with humans the same progressive history of the metabolic syndrome [17] which makes this model directly relevant to humans and importantly, Cynomolgus macaque is a monotocous species in which spontaneous variation in fetal growth rather than experimental manipulation can be investigated. This study therefore we have investigated the effect of spontaneous lower birth weight on gene expression in key tissues (umbilical cord, hepatic tissue and skeletal muscle) from female Cynomolgus macaque neonates.

## Methods

### Collection of Umblical cords

Sixty-five pregnant Cynomolgus macaque dams, sired naturally by one male, were monitored prior to delivery at the Vietnam Primate Breeding and Development Corporation. After birth, dams were sedated (ketamine-HCl; 7 mg/kg) to facilitate collection of the umbilical cord. The cords were collected and immediately snap-frozen in liquid nitrogen and stored at -80°C for later analyses. Neonates were weighed at birth and promptly returned to the dams. All animal procedures were approved by Nafovanny, subsidiary of the Ministry of Forestry, Vietnam, and performed in accordance with the guidelines set by the national advisory committee for laboratory animal research (NACLAR) of Singapore.

### Collection of hepatic and skeletal muscle samples

The normative birth range was assessed from these 65 pregnancies and 8 neonates were selected based on their birth weights to comprise 2 groups: 1) ***lower birth weight group (LBW)***; n = 4 classified as those that were within the 5^th ^to 25^th ^birth weight percentile, birth weight range 299-317 g and 2) ***average birth weight group (ABW); ***n = 4 classified as those that were within the 50^th ^to 75^th ^birth weight percentile, birth weight range 358-398 g. The normal gestation of Cynomolgus macaque is approximately 155-170 days [18]. We have estimated the gestational age based on early ultrasound measurements (greatest length of the embryo at the time of pregnancy detection) and used those pregnancies where fetuses were within normal distribution for full term Cynomolgus macaques [18]. On postnatal day 5, neonates were sedated with an intramuscular injection of ketamine-HCl (15 mg/kg), and exsanguinated under anesthesia. Liver and skeletal muscle (biceps femoris) were collected and immediately snap frozen in liquid nitrogen and stored at -80°C for later analyses

### Preparation of Total RNA

Total RNA was isolated from umbilical cords and neonatal tissues using TRIzol reagent according to the manufacturer's instructions (Invitrogen). RNA integrity was confirmed by bio analyzer 2100 (Agilent Technologies, Santa Clara, USA). An RNA Integrity Number (RIN) value of 7.5 above was considered acceptable and used in further experiments.

### Microarray analysis

For microarray analysis, RNA from 6 groups of samples (Cord: ABW and LBW; Liver: ABW and LBW; skeletal muscle: ABW and LBW) were labeled using QuickAmp 1-color labeling kit (Agilent Technologies) according to manufacturer's protocol. 

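RNA was hybridized to 22 single-colour arrays. There were 4 arrays of skeletal muscle and 4 labelled umbilical cord in each birth weight group, and 3 labelled liver in each, where the paper gives 4 animals per group. The LBW group covered the 5th to the 25th birth weight centile and the ABW group the 50th to the 75th. The paper places the sampling of liver and muscle on postnatal day 5 and the sample labels at birth. The deposited scanner files hold, for each spot, the signal after background subtraction and spatial detrending by Feature Extraction, with no scaling between arrays. They hold 20217 probes in 2 spots each. For the values given here the spots of a probe were averaged, taken to log2 and reduced by the array's 75th percentile, so that a value of 0 is that percentile. Before scaling, the 75th percentile lay between 359.8 and 799.6 on the skeletal muscle arrays (median 718.5 in ABW and 663.8 in LBW), between 779.0 and 1042.6 on those labelled liver (822.6 and 821.3) and between 315.5 and 2381.9 on those labelled umbilical cord (756.7 and 498.8). The arrays lay on 6 slides. All skeletal muscle ABW arrays were on slide 1 and all skeletal muscle LBW arrays on slide 2, so slide and birth weight cannot be told apart in this tissue. Slide 3 held the ABW arrays labelled liver and LBW replicate 1, and slide 4 the other LBW arrays labelled liver with umbilical cord ABW replicates 1 and 2. Slide 5 held the umbilical cord LBW arrays and slide 6 umbilical cord ABW replicates 3 and 4. Slide 6 was scanned on another day and extracted with another version of the software than the others, and the mean net signal of its negative controls was 16.9, against 30.5 to 34.3 on the other slides. Gene names were taken from the accession numbers that the paper's Additional file 1 pairs with symbols. A list of 23 genes typical of hepatocytes, written after the levels of CP and F13B among them had been seen, was higher on every array labelled umbilical cord than on every array labelled liver at all 23 genes. Of these genes 10 were not well above background on any array labelled liver, and with these at their bound the median difference was at least 6.78 on the log2 scale. Of 12 matrix and stromal genes, 9 had the higher mean on the arrays labelled liver, 7 of them on every such array against every array labelled umbilical cord, and all 8 striated muscle genes were highest on the skeletal muscle arrays. Since these levels and the labels part, the arrays are named by their labels throughout, as labelled liver and labelled umbilical cord, or by the tissue's name alone where the comparison lies within a single label. The birth weight groups are those of the labels too. Probes switched on in some arrays of a tissue and off in others, here called on-off probes, paired some arrays across the groups. The group labels of these arrays stay open.

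**Figure D1:**
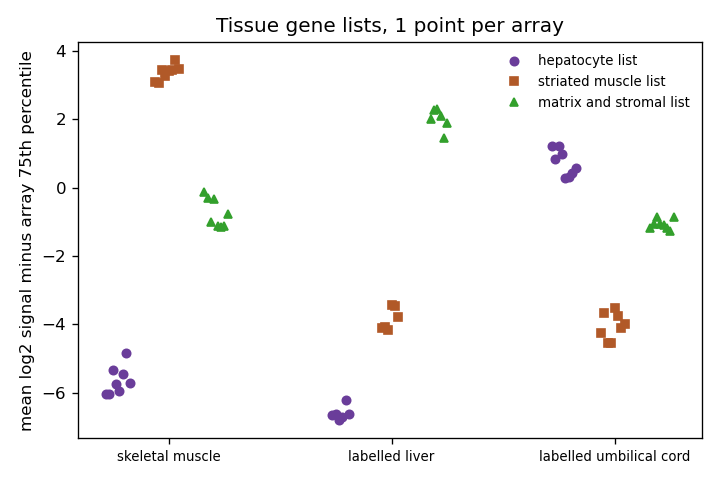
Mean level of 3 gene lists on each of the 22 arrays, as log2 signal minus the array's 75th percentile, by the tissue on the array's label. Each point is 1 array. All 8 arrays labelled umbilical cord lie above all 6 arrays labelled liver in the hepatocyte list.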

The Cy3 labeled cRNA were subsequently hybridized to Agilent Rhesus Macaque (G2519F-015421) Gene Expression microarray. The Rhesus macaque gene expression microarray used in this study represented 43,803 Rhesus monkey probes synthesized as 60-mers spotted using the Agilent SurePrint technology (Agilent Technologies). The microarrays were scanned with Agilent High resolution Scanner and the images were feature extracted using FE software version 10.5 (Agilent Technologies).

Data analysis was performed using Genespring GX ver10 (Agilent Technologies). The raw signal intensity from each samples is global normalized to 75th percentile and base-line transformed. Probes flagged with present call in at least 75% of the samples in any of the 6 groups were used for subsequent data analysis.

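The scanner's flag for a signal well above background was taken as the present call. A probe was kept when it carried the flag on at least 75% of the arrays of any of the 6 groups, which left 17117 of 20217 probes. Between 14594 and 17887 probes per array carried the flag, the most on umbilical cord ABW replicate 4 and the fewest on umbilical cord LBW replicate 3. It was set on all 22 arrays for 12397 probes. Where a probe carried it on no array of a group, only a bound on the difference is given, the brighter group's mean against the lowest signal well above background on each array of the other group.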

Two-way ANOVA was performed with p value cut-off at 0.05 to identify genes that are differentially expressed in the tissue type and birth weight. 

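The birth weight effect across tissues was taken as the mean of the 3 within-tissue differences (LBW minus ABW) in a limma fit of the 6 groups. Its difference between tissues was the interaction term of the same fit, and p-values were adjusted by the Benjamini-Hochberg method over 17117 probes. On simulated arrays with the spread of the real ones, 200 probes were changed by 2 on the log2 scale in every tissue, and limma recovered 189 of them at an adjusted p under 0.05 with 11 false calls. The methods' two-way test on the same simulated arrays recovered 183 with 8 false calls. With 200 probes changed in skeletal muscle alone, the interaction term of limma recovered 82 at an adjusted p under 0.05 with 20 false calls. Arrays of different tissues were taken as independent, although the paper takes liver and muscle from the same neonates, and which arrays share an animal is not given in the sources used here. On-off probes also paired arrays labelled umbilical cord with arrays of both other tissues, so these may share animals too. No fit used these pairs as a block.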

Due to limited annotation of Rhesus Monkey genome, the microarray probes are annotated against human genes and ontology. For mapping against the human genome, the probes from the monkey microarray were re-annotated using Agilent eARRAY. The probe sequences were aligned to human genome (hg18) using BLAST based algorithm and the associated human annotation was extracted from the database.

To study the gene expression profile of the birth weight in each of the tissue type, Welch T-Test with p-value cut off of 0.05 and fold change of 1.5X was performed between the ABW and LBW samples in each of the tissue groups.

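Within each tissue LBW was set against ABW by limma on the arrays of that tissue alone, and the methods' t-test was run on the same values. With 200 of 17117 simulated probes changed by 2 on the log2 scale, limma recovered 145 at an adjusted p under 0.05 at the number and spread of the skeletal muscle arrays, 118 at those of the arrays labelled liver and 101 at those of the arrays labelled umbilical cord. The methods' t-test recovered 64, 8 and 13. At an unadjusted p under 0.05 with a 1.5-fold difference limma also called 589, 521 and 807 unchanged probes in these simulations.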

Complete microarray data is available at the Gene Expression Omnibus (GEO) database under the accession number GSE32069.

### Network Analysis

The microarray data was imported into Pathway Studio version 7 (Ariadne Genomics, Rockville, USA) for network analysis. Gene Set Enrichment Analysis (GSEA) was performed on ABW *vs *LBW in the respective tissue using Kolmogorov-Smirnov algorithm with p-value cut-off at 0.05. In addition, Network Enrichment Analysis (NEA) was performed to identify expression hub of the treatment. Sub network was generated by connecting entities to their expression target network using the Resnet 7 Mammalian database.

### Quantitative RT-PCR

Five up-regulated and two down regulated genes were selected for verification using qRT-PCR. The primers were designed using the Cynomolgus if available or Rhesus macaque sequences using the primer 3 software if not available [19]. The gene symbols and the primers are listed in Table 1.

**Table 1:** Sequences of primers used for qRT-PCR:

PASK F 5' CTACTCCGGGAGCTGCTATC 3'
PASK R5' AGCAGCAGAACAGAGGTGTG 3'

116936 F5' GCACATCTGCCTGAAGTGAA 3'

116936 R5' GAGCAGCTTGTCCAGGAAGT 3'

ADK F5' TGGTGGCTCTACCCAGAACT 3'

ADK R5' CATCTACATGGGCTTCAGCA 3'

ELMO F5' AGCTCTGTGTGGCTTGGTTT 3'

ELMO R5' CGGTGTGAATAACGGAGTCCT 3'

SIX1 F5' GTTTAAGAACCGGAGGCAAA 3'

SIX1 R5' GGAGAGAGTTGGTTCTGCTTG 3'

SLC12A9 F5' GGCTTCAACAGCAGTACCCT 3'

SLC12A9 R5' AAGAGGACAGCAAAGACGCT 3'

RBL1 F5' TAGCCTGACCAACATGGAGA 3'

RBL1 R5' GTTCAAGCAATTCTGCCTCA 3'

Uni18SrRNA F5' AGTCCCTGCCCTTTGTACACA 3'

Uni18SrRNA R5' GATCCGAGGGCCTCACTAAAC 3'

We used skeletal muscle RNA to verify the array. Briefly, total RNA was extracted as mentioned above from four ABW and four LBW neonates and were reverse transcribed using Applied Biosystem's high-capacity cDNA reverse transcription kit using 1 μg of total RNA in a reaction volume of 20 μl. The PCR reactions were carried out in 25 μl of SYBR Green Master Mix with 200 ng of cDNA using 7500 real time PCR system (Applied Biosystems, CA, USA). The comparative Ct method was used to calculate the relative gene expression [20]. 18S RNA was used as the internal control which was validated using the method described in Schmittgen and Livak [20] and found to be stable and consistent.

## Results

### Microarray analysis

Two-way factorial ANOVA identified 1973 genes which were differentially expressed in the three tissue types between ABW and LBW neonates (P < 0.05). Of these, 1141 genes were up regulated in the LBW samples while 832 genes were down-regulated in the LBW samples compared to ABW (Figure 1).

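In the deposited data 2323 of 17117 probes had an unadjusted p under 0.05 for birth weight across the tissues, 1447 of them higher in LBW and 876 lower. At an adjusted p under 0.05 limma called 152 probes, 43 higher and 109 lower. The methods' two-way test on the same values gave 2364 and 157. The number depended most on the scaling: with each array scaled by its spike-in controls 390 probes had an unadjusted p under 0.05, 19 of them higher in LBW, and 7 an adjusted p under 0.05. Leaving out single arrays gave between 1890 and 2626 probes at the unadjusted threshold. All 1973 genes of Additional file 1 were found among the probes kept, and the mean of the 3 tissue differences was above 0 for 1158 of them and below 0 for 815. Of these genes 136 had an adjusted p under 0.05 by limma. The interaction of birth weight and tissue had an adjusted p under 0.05 at 173 probes. In simulation that term gave 20 false calls beside 82 true ones, more than this threshold allows. From the two-way test the paper concludes that these genes were differentially expressed between the groups.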

**Figure 1:**
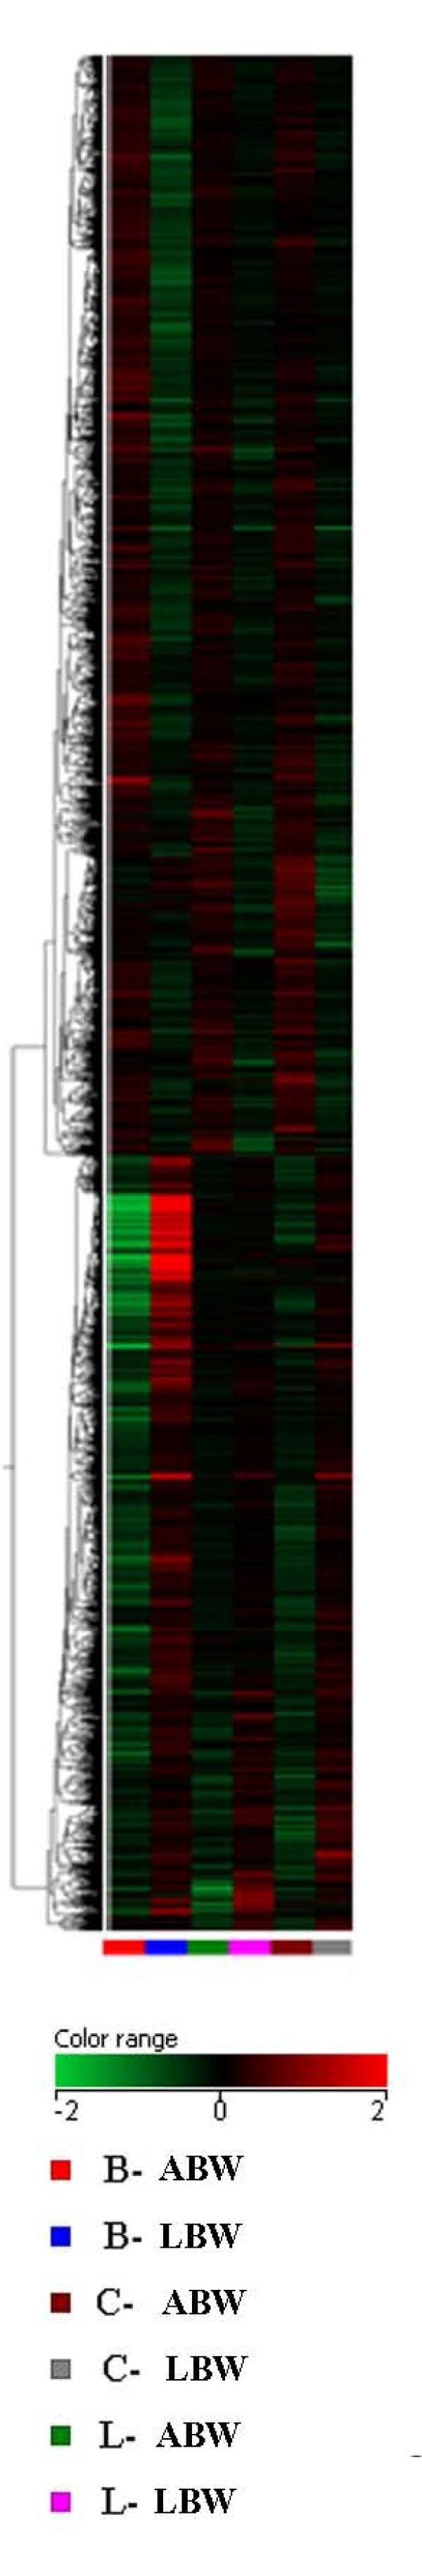
**Hierarchical clustergram of 1973 genes (1141 up regulated in LBW and 832 down regulated in LBW) identified by ANOVA (P < 0.05) in all the three tissues (umbilical cord (C), liver (L) and skeletal muscle (B) analyzed**. The relative expression is reflected by the intensity of the color (Green = down regulated, red = up regulated)

Gene expression profiles of umbilical cord, liver and skeletal muscle were also compared using Welch-t-test. There were 250 genes significantly and differently expressed in the liver, 850 genes significantly and differently expressed in the skeletal muscle and 891 genes significantly and differently expressed in cord samples (P < 0.05, >1.5 fold difference) (Figure 2, 3). 

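On the arrays labelled liver 806 probes had an unadjusted p under 0.05 by limma and a 1.5-fold difference, 517 higher in LBW and 289 lower. In skeletal muscle there were 2089, 1661 higher and 428 lower, and on the arrays labelled umbilical cord 1528, 627 higher and 901 lower. At an adjusted p under 0.05 limma called 0 probes on the arrays labelled liver, 0 in skeletal muscle and 107 on those labelled umbilical cord, of which 103 were lower in LBW. By the methods' t-test 310, 1365 and 1008 probes passed its p and fold thresholds in the same order of tissues, and 0 passed an adjusted p under 0.05 in each. The scaling moved the balance of the skeletal muscle calls most. By the 75th percentile 79.5% of them were higher in LBW, and by the spike-in controls 9.93% of 2448, a scaling that shifted the median difference of all probes from 0.07 to -0.37 on the log2 scale. The normexp correction used below adds 50 to every signal, which by itself makes the differences of dim probes smaller. Scaling to the median gave 894 higher and 734 lower on the arrays labelled umbilical cord, and normexp background correction of the median signals 819 and 420. On those labelled liver the normexp correction gave 122 higher and 182 lower, and the spike-in controls 133 and 148. With the slide as a fixed block 1496 probes were called on the arrays labelled liver, and within slide 3 alone 1400, both resting on the 1 LBW array of that slide. With the slide as a random block 2419 were called on the arrays labelled umbilical cord. There the 2 ABW arrays of slide 4 set alone against LBW gave 0 probes at an adjusted p under 0.05 and the 2 of slide 6 gave 140.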

The top 50 genes whose gene expression levels changed in each tissue based on their fold difference based on Welch T-test are given in Tables 2, 3, 4.

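Tables 2, 3 and 4 hold 51 rows each, and every row is counted here as a gene. In Table 4 NM_032807 stands at ranks 40 and 43, with different probes. Within the tissue of its table, every gene kept the direction printed there when its level was set against the other group on the scanner values. Of the genes in Table 2, 46 had an unadjusted p under 0.05 by limma in skeletal muscle and 36 by the methods' t-test. In Table 3 these were 39 and 18 on the arrays labelled liver, and in Table 4 they were 50 and 50 on the arrays labelled umbilical cord. At an adjusted p under 0.05 limma called 0, 0 and 41 of them. A signal not well above background on at least 1 array of the tissue was found for 22 genes of Table 2, 22 of Table 3 and 37 of Table 4. The first genes of Table 2, XM_116936 and XM_056254, had log2 differences of 3.33 (standard error 1.14, adjusted p = 0.218 from limma) and 3.26 (standard error 0.62, adjusted p = 0.0941 from limma). The first gene of Table 3, ELMOD1, was lower by -4.67 (standard error 1.35, adjusted p = 0.783 from limma) and was well above background on 3 of 3 ABW and 1 of 3 LBW arrays labelled liver. GOLSYN in the same table was well above background on no ABW array and on 3 LBW arrays labelled liver, at least 2.78-fold higher in LBW (adjusted p = 0.516 from limma). With normexp background correction of the median signals its log2 difference there was 0.25 (adjusted p = 0.9998 from limma). In Table 4, ATP5F1 was 2.27 ± 1.15 (SD, n = 4) in ABW and -2.64 ± 0.26 (SD, n = 4) in LBW, a log2 difference of -4.91 (standard error 0.51, adjusted p = 0.00707 from limma). EHHADH, well above background on 4 ABW and 0 LBW arrays labelled umbilical cord, was at least 12.8-fold lower in LBW (adjusted p = 0.00707 from limma), and IMMP1L at least 9.27-fold (adjusted p = 0.0257 from limma). These bounds hold for this processing, and with normexp background correction of the median signals the log2 differences were -1.05 and -0.81 (adjusted p = 0.403 from limma for both). That correction adds 50 to every signal and so shrinks dim differences by construction. The smaller values therefore do not show that EHHADH and IMMP1L were unchanged. By the methods' t-test and with the ABW arrays of slide 4 alone neither passed an adjusted p of 0.05, nor did IMMP1L with the floor on dim signals, spike-in scaling or 6 of the 8 arrays of the tissue left out singly. The 4 genes higher in LBW with complete separation and an adjusted p under 0.05 on these arrays were C2orf16, SLC2A11, P2RX5 and the gene listed as NM_000850, with log2 differences of 2.19, 1.80, 1.63 and 1.47 (adjusted p = 0.0179, 0.0316, 0.0410 and 0.0411 from limma). By the methods' t-test all 4 lost this call, but that test called no probe on these arrays at this threshold. Among all alternatives C2orf16 lost it under 10, SLC2A11 under 13, and P2RX5 and NM_000850 under 16 each. With normexp background correction of the median signals the adjusted p from limma was 0.403 for C2orf16 and P2RX5, and 0.143 for SLC2A11 and NM_000850.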

**Figure 2:**
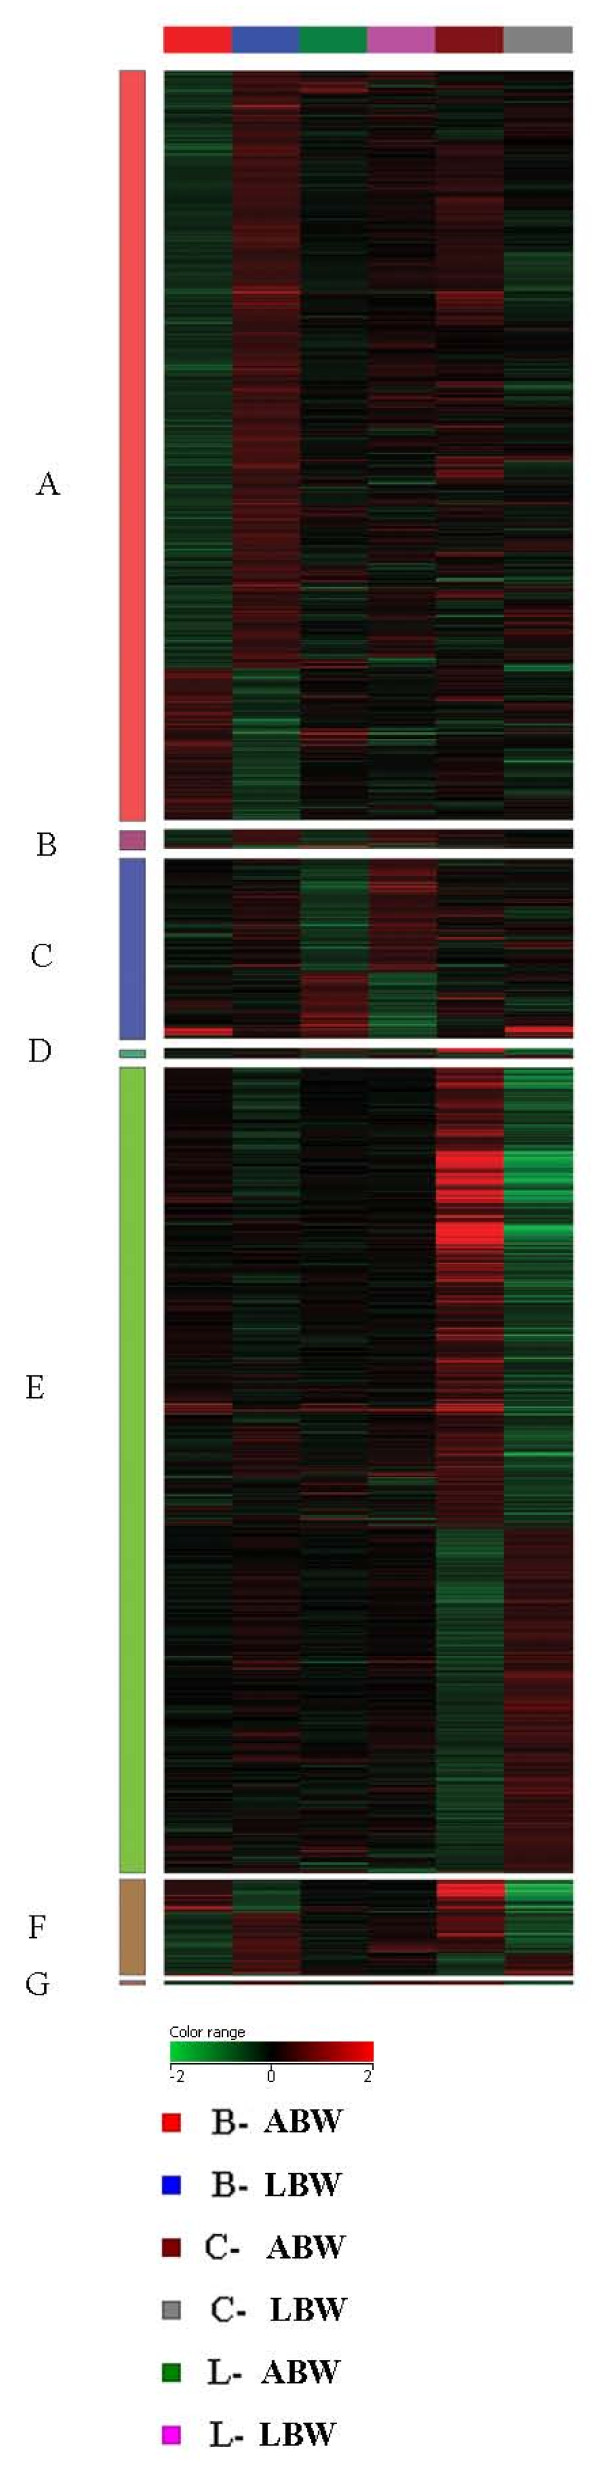
**Heat map depicting the differentially expressed genes in skeletal muscle (850 genes), liver (210 genes) and cord (891 genes) (P < 0.05, >= 1.5 fold difference)**. **A**. 733 genes (584 genes up regulated in LBW skeletal muscle, 149 genes down regulated in LBW skeletal muscle), **B**. 19 genes (16 genes up regulated in LBW skeletal muscle and 15 genes up regulated in LBW liver, 3 genes down regulated in LBW skeletal muscle and 4 genes down regulated in liver). **C **182 genes (115 genes up regulated in LBW liver and 67 genes down regulated in LBW liver). **D **5 genes (2 genes up regulated in LBW cords and 3 genes up regulated LBW liver, 3 genes down regulated in LBW cords and 2 genes down regulated in LBW liver). **E**. 788 genes (338 genes up regulated in LBW cord and 450 genes down regulated LBW cord). **F**. 94 genes (60 genes up regulated in LBW skeletal muscle and 22 up regulated in LBW cord, 34 genes down regulated in LBW skeletal muscle and 72 genes down regulated in LBW cord. **G**. 4 genes (4 genes up regulated in LBW skeletal muscle and liver, 4 genes down regulated in LBW cord).

**Figure 3:**
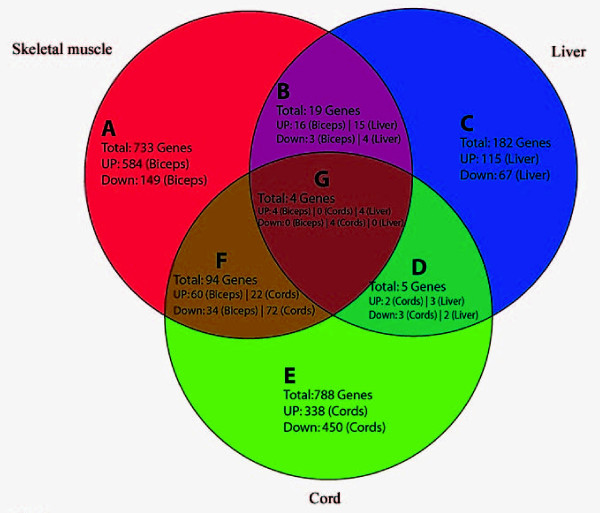
**Venn diagram depicting the differentially expressed genes in skeletal muscle (850 genes), liver (210 genes) and cord (891 genes) t-test unpaired unequal variance, LBW *vs *ABW, p < 0.05, >= 1.5 fold difference**.

**Table 2:** List of top 50 genes significantly differentially regulated in the skeletal muscle based on fold difference (t-test).

Gene Symbol	2Way ANOVA P value	Fold Change in Skeletal muscle, Welch t-test	Regulation in LBW	Fold change Liver, Welch t-test	Regulation in LBW	Fold change in Cords, Welch t-test	Regulation in LBW	Gene name
XM_116936	0.017913306	10.054285	up	1.080386	up	2.185324	up	PREDICTED: Homo sapiens similar to RIKEN cDNA 4832428D23 gene (LOC196541) mRNA [XM_116936]

XM_056254	0.021895792	9.569201	up	2.09208	down	1.391897	up	PREDICTED: Homo sapiens heparan sulfate (glucosamine) 3-O-sulfotransferase 4 (HS3ST4) mRNA [XM_056254]
C5orf23	0.01475329	6.0808635	up	1.072585	up	1.301361	up	Homo sapiens chromosome 5 open reading frame 23 (C5orf23), mRNA [NM_024563]

PASK	0.03426426	5.977056	up	2.995584	up	19.17474	up	Homo sapiens PAS domain containing serine/threonine kinase (PASK), mRNA [NM_015148]
WDR8	0.004681234	5.6804295	down	2.978104	down	8.061375	down	Homo sapiens WD repeat domain 8 (WDR8), mRNA [NM_017818]

ADK	1.63E-04	5.639505	down	1.368648	down	9.386349	down	Homo sapiens adenosine kinase (ADK), transcript variant ADK-short, mRNA [NM_001123]
APOBEC3G	0.040698703	4.8567457	down	1.669566	down	1.105857	down	Homo sapiens apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3G (APOBEC3G), mRNA [NM_021822]

CCL2	0.002121243	4.757898	down	1.287543	down	2.895307	down	Homo sapiens chemokine (C-C motif) ligand 2 (CCL2), mRNA [NM_002982]
A_01_P013390	0.029869065	4.6248507	down	1.099004	down	1.527467	down	

BC044226	0.04677891	4.3998837	down	1.966762	down	1.502299	down	Homo sapiens myosin binding protein H, mRNA [BC044226]
CCL11	0.008992519	4.050988	down	3.178148	down	1.002582	up	Homo sapiens chemokine (C-C motif) ligand 11 (CCL11), mRNA [NM_002986]

POU4F3	0.02459994	3.8642302	up	1.615214	up	1.991698	down	Homo sapiens POU domain, class 4, transcription factor 3 (POU4F3), mRNA [NM_002700]
XR_011794	0.010519872	3.7855186	up	3.637105	up	2.76764	up	PREDICTED: Macaca mulatta similar to poly(A)-specific ribonuclease (PARN)-like domain containing 1 (LOC707835), mRNA [XR_011794]

H1FOO	0.011109326	3.7804163	up	1.404401	up	1.449255	down	Homo sapiens H1 histone family, member O, oocyte-specific (H1FOO), mRNA [NM_153833]
C17orf75	0.001362531	3.7583363	down	3.447702	down	1.443745	down	Homo sapiens chromosome 17 open reading frame 75 (C17orf75), mRNA [NM_022344]

RNF216	0.001650785	3.7307158	down	1.504036	down	6.793567	down	Homo sapiens TRIAD3 protein (TRIAD3), transcript variant 1, mRNA [NM_207111]
GTSF1	0.017040279	3.6632807	up	4.653995	up	2.487166	up	Homo sapiens family with sequence similarity 112, member B (FAM112B), mRNA [NM_144594]

C13orf33	0.006214988	3.5870998	down	2.664488	down	1.061963	up	Homo sapiens chromosome 13 open reading frame 33 (C13orf33), mRNA [NM_032849]
CA2	0.033340864	3.5736616	down	3.483002	down	1.194329	up	Homo sapiens carbonic anhydrase II (CA2), mRNA [NM_000067]

CO645773	0.03704907	3.5384166	down	2.022003	down	1.474969	down	ILLUMIGEN_MCQ_30118 Katze_MMPB Macaca mulatta cDNA clone IBIUW:22572 5' similar to Bases 1 to 42 highly similar to human RARRES3 (Hs.17466), mRNA sequence [CO645773]
MYST3	0.013409907	3.3029778	up	2.827006	up	1.403819	up	Homo sapiens MYST histone acetyltransferase (monocytic leukemia) 3 (MYST3), mRNA [NM_006766]

NM_000977	0.008561992	3.2655115	up	2.138359	up	2.014805	up	Homo sapiens ribosomal protein L13 (RPL13), transcript variant 1, mRNA. [NM_000977]
XR_014265	0.001382546	3.2319098	down	1.270026	down	2.168579	down	PREDICTED: Macaca mulatta hypothetical protein LOC716045 (LOC716045), mRNA [XR_014265]

NM_001004685	0.043442905	3.1747854	up	1.353824	up	1.407273	down	Homo sapiens olfactory receptor, family 2, subfamily F, member 2 (OR2F2), mRNA. [NM_001004685]
XR_014204	0.029225934	3.167453	down	3.849135	down	1.084816	up	PREDICTED: Macaca mulatta hypothetical protein LOC719546 (LOC719546), mRNA [XR_014204]

DARS	3.99E-05	3.1527941	down	1.10567	down	12.63266	down	Homo sapiens aspartyl-tRNA synthetase (DARS), mRNA [NM_001349]
GYLTL1B	9.45E-04	3.143812	up	1.169517	up	3.19979	up	Homo sapiens glycosyltransferase-like 1B (GYLTL1B), mRNA [NM_152312]

CNNM2	1.94E-04	3.1423542	up	1.00608	down	1.785853	up	Homo sapiens cyclin M2 (CNNM2), transcript variant 1, mRNA [NM_017649]
C20orf26	0.023210809	3.1168563	up	1.353857	up	1.414684	up	Homo sapiens chromosome 20 open reading frame 26 (C20orf26), mRNA [NM_015585]

SLC26A9	0.042099766	3.0884879	up	2.137558	up	1.776504	up	Homo sapiens solute carrier family 26, member 9 (SLC26A9), transcript variant 1, mRNA [NM_052934]
SEC14L3	0.025527291	3.0402198	up	1.787294	up	1.547541	down	Homo sapiens SEC14-like 3 (S. cerevisiae) (SEC14L3), mRNA [NM_174975]

TMEM20	0.001055841	2.9346027	down	1.821723	down	1.558415	down	Homo sapiens transmembrane protein 20 (TMEM20), mRNA [NM_153226]
UHRF1	0.042854026	2.9323897	down	1.272487	down	1.455897	down	Homo sapiens ubiquitin-like, containing PHD and RING finger domains, 1 (UHRF1), transcript variant 2, mRNA [NM_013282]

CST9L	0.008572864	2.9286344	up	1.46455	up	1.695363	down	Homo sapiens cystatin 9-like (mouse) (CST9L), mRNA [NM_080610]
C2	0.005425731	2.906241	down	1.470166	down	1.228973	up	Homo sapiens complement component 2 (C2), mRNA [NM_000063]

C7orf62	0.03373279	2.8281868	up	1.466387	up	1.326441	down	Homo sapiens hypothetical protein MGC26647 (MGC26647), mRNA [NM_152706]
HOXB13	0.008404698	2.822795	up	1.530259	up	1.061908	down	Homo sapiens homeobox B13 (HOXB13), mRNA [NM_006361]

ANLN	0.026928915	2.8110342	down	1.205709	down	1.210447	down	Homo sapiens anillin, actin binding protein (ANLN), mRNA [NM_018685]
TMEM45B	0.02836952	2.789488	up	1.108079	up	1.434473	up	Homo sapiens transmembrane protein 45B (TMEM45B), mRNA [NM_138788]

COL8A2	0.029133584	2.7760508	down	1.111961	down	2.334076	down	Homo sapiens collagen, type VIII, alpha 2 (COL8A2), mRNA [NM_005202]
IL15RA	3.56E-05	2.7710447	down	2.542192	down	5.776398	down	Homo sapiens interleukin 15 receptor, alpha (IL15RA), transcript variant 2, mRNA [NM_172200]

AY937248	0.002621024	2.7557867	up	1.074139	down	2.046131	up	Macaca mulatta placental protein 14 mRNA, complete cds [AY937248]
SCN3B	0.00199475	2.7342772	up	1.566765	up	1.26591	up	Homo sapiens sodium channel, voltage-gated, type III, beta (SCN3B), transcript variant 1, mRNA [NM_018400]

TRIM6	0.005424626	2.7181938	up	1.451755	up	1.960095	up	Homo sapiens tripartite motif-containing 6 (TRIM6), transcript variant 1, mRNA [NM_001003818]
TNS4	0.041628703	2.7158492	up	1.315606	up	1.297834	down	Homo sapiens tensin 4 (TNS4), mRNA [NM_032865]

PDE1C	0.026903268	2.6685586	up	1.596604	up	1.15087	down	Homo sapiens phosphodiesterase 1C, calmodulin-dependent 70kDa (PDE1C), mRNA [NM_005020]
S100A4	0.01836204	2.656307	down	1.047433	down	2.01034	down	Homo sapiens S100 calcium binding protein A4 (S100A4), transcript variant 1, mRNA [NM_002961]

AADACL1	0.017924123	2.6216743	down	1.119603	down	1.47176	down	Homo sapiens arylacetamide deacetylase-like 1 (AADACL1), mRNA [NM_020792]
XR_011345	0.029255124	2.6165082	up	1.450092	up	1.492756	down	PREDICTED: Macaca mulatta similar to otoancorin isoform 1 (LOC699600), mRNA [XR_011345]

FN1	0.02028952	2.6025481	down	1.05622	down	1.051482	down	Homo sapiens fibronectin 1 (FN1), transcript variant 1, mRNA [NM_212482]
SP7	3.05E-04	2.5985072	up	1.616763	up	1.088733	down	Homo sapiens Sp7 transcription factor (SP7), mRNA [NM_152860]

**Table 3:** List of top 50 genes significantly differentially regulated in liver based on fold difference (t-test).

Gene Symbol	2Way ANOVA P value	Fold Change in Liver Welch t-test	Regulation in LBW	Fold change skeletal tissue, Welch t-test	Regulation in LBW	Fold change in Cords, Welch t-test	Regulation in LBW	Gene name
ELMOD1	0.011425177	25.931845	down	1.737314	down	2.051013	up	Homo sapiens ELMO/CED-12 domain containing 1 (ELMOD1), mRNA [NM_018712]

RBBP9	0.026729036	11.012514	down	1.47388	down	5.131376	down	Homo sapiens retinoblastoma binding protein 9 (RBBP9), mRNA [NM_006606]
MMP25	0.001325307	10.996225	down	2.384582	down	1.436251	down	Homo sapiens matrix metallopeptidase 25 (MMP25), mRNA [NM_022468]

C5orf46	0.047762383	10.762607	down	1.234639	up	1.096919	up	Homo sapiens similar to AVLV472 (MGC23985), mRNA [NM_206966]
GOLSYN	2.29E-05	6.13113	up	1.05566	up	1.458383	up	Homo sapiens hypothetical protein FLJ20366 (FLJ20366), mRNA [NM_017786]

LCN15	0.005291665	5.3478875	up	1.891747	up	2.217465	up	Homo sapiens MSFL2541 (UNQ2541), mRNA [NM_203347]
CCDC146	0.030661521	5.281487	up	1.06658	up	1.360575	up	Homo sapiens KIAA1505 protein (KIAA1505), mRNA [NM_020879]

AK094929	0.001118242	5.262121	up	1.690864	up	1.110624	up	Homo sapiens cDNA FLJ37610 fis, clone BRCOC2011398. [AK094929]
SORCS3	0.00328917	5.0026994	up	2.266284	up	2.921157	up	Homo sapiens sortilin-related VPS10 domain containing receptor 3 (SORCS3), mRNA [NM_014978]

COL4A4	0.01571377	4.897748	down	1.548386	down	1.059327	down	Homo sapiens collagen, type IV, alpha 4 (COL4A4), mRNA [NM_000092]
IL1R2	0.004347455	4.777918	down	1.8715	down	1.690538	down	Homo sapiens interleukin 1 receptor, type II (IL1R2), transcript variant 1, mRNA [NM_004633]

CD200R1	0.04967409	4.7169123	down	1.052303	up	1.319852	down	Homo sapiens CD200 receptor 1 (CD200R1), transcript variant 1, mRNA [NM_138806]
GTSF1	0.017040279	4.653995	up	3.663281	up	2.487166	up	Homo sapiens family with sequence similarity 112, member B (FAM112B), mRNA [NM_144594]

SNAI1	0.005038617	4.582946	down	1.534132	down	1.847129	down	Homo sapiens snail homolog 1 (Drosophila) (SNAI1), mRNA [NM_005985]
USH1C	0.00505742	4.3276477	up	1.595945	up	1.465964	up	Homo sapiens Usher syndrome 1C (autosomal recessive, severe) (USH1C), transcript variant 1, mRNA [NM_005709]

ALLC	0.006709512	4.060955	up	1.861818	up	2.766094	up	Homo sapiens allantoicase (ALLC), transcript variant 1, mRNA [NM_018436]
CXCL3	0.04903758	3.9091544	down	1.096309	down	1.172056	up	Homo sapiens chemokine (C-X-C motif) ligand 3 (CXCL3), mRNA [NM_002090]

XR_014204	0.029225934	3.8491352	down	3.167453	down	1.084816	up	PREDICTED: Macaca mulatta hypothetical protein LOC719546 (LOC719546), mRNA [XR_014204]
XR_011794	0.010519872	3.637105	up	3.785519	up	2.76764	up	PREDICTED: Macaca mulatta similar to poly(A)-specific ribonuclease (PARN)-like domain containing 1 (LOC707835), mRNA [XR_011794]

NMNAT2	0.045685206	3.6255727	up	2.521069	down	2.189285	up	Homo sapiens nicotinamide nucleotide adenylyltransferase 2 (NMNAT2), transcript variant 1, mRNA [NM_015039]
SLC39A8	0.041505713	3.6139402	down	1.366996	down	1.390711	down	Homo sapiens solute carrier family 39 (zinc transporter), member 8 (SLC39A8), mRNA [NM_022154]

CA2	0.033340864	3.4830022	down	3.573662	down	1.194329	up	Homo sapiens carbonic anhydrase II (CA2), mRNA [NM_000067]
NTRK3	0.003890598	3.4711208	up	1.593136	up	1.043792	down	Homo sapiens neurotrophic tyrosine kinase, receptor, type 3 (NTRK3), transcript variant 1, mRNA [NM_001012338]

C17orf75	0.001362531	3.4477015	down	3.758336	down	1.443745	down	Homo sapiens chromosome 17 open reading frame 75 (C17orf75), mRNA [NM_022344]
CXCL1	0.006956845	3.392382	down	1.063934	up	4.611126	down	Homo sapiens chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha) (CXCL1), mRNA [NM_001511]

NM_198692	0.03194352	3.3605232	down	1.343767	up	1.654617	down	Homo sapiens keratin associated protein 10-11 (KRTAP10-11), mRNA. [NM_198692]
SHANK2	0.023280138	3.3547363	up	1.255762	up	1.189415	down	Homo sapiens SH3 and multiple ankyrin repeat domains 2 (SHANK2), transcript variant 1, mRNA [NM_012309]

CCDC81	0.004982437	3.2717588	down	1.533572	down	4.912844	down	Homo sapiens coiled-coil domain containing 81 (CCDC81), mRNA [NM_021827]
CCL11	0.008992519	3.1781478	down	4.050988	down	1.002582	up	Homo sapiens chemokine (C-C motif) ligand 11 (CCL11), mRNA [NM_002986]

CO647386	0.020776557	3.1651435	down	1.030158	down	1.631509	down	ILLUMIGEN_MCQ_40418 Katze_MMPB2 Macaca mulatta cDNA clone IBIUW:21432 5' similar to Bases 185 to 778 highly similar to human CXCL2 (Hs.75765), mRNA sequence [CO647386]
GPR98	0.024752488	3.1570897	down	1.10821	down	3.919889	down	Homo sapiens G protein-coupled receptor 98 (GPR98), transcript variant 1, mRNA [NM_032119]

TMEM59L	5.34E-04	3.137047	up	1.57364	up	1.407988	up	Homo sapiens transmembrane protein 59-like (TMEM59L), mRNA [NM_012109]
UGT1A6	0.040070046	3.1353552	down	2.066639	down	1.399845	down	Homo sapiens UDP glucuronosyltransferase 1 family, polypeptide A6 (UGT1A6), transcript variant 1, mRNA [NM_001072]

KCNE2	7.02E-04	3.1135461	up	1.972823	up	1.170852	down	Homo sapiens potassium voltage-gated channel, Isk-related family, member 2 (KCNE2), mRNA [NM_172201]
XR_012376	0.022554293	3.0699794	down	1.9303	down	1.439485	down	PREDICTED: Macaca mulatta hypothetical protein LOC710335 (LOC710335), mRNA [XR_012376]

RXFP1	0.002097808	3.0400152	up	1.931833	up	1.276558	up	Homo sapiens relaxin/insulin-like family peptide receptor 1 (RXFP1), mRNA [NM_021634]
ITGBL1	0.02861261	3.0041916	down	2.563332	down	1.243521	down	Homo sapiens integrin, beta-like 1 (with EGF-like repeat domains) (ITGBL1), mRNA [NM_004791]

PASK	0.03426426	2.995584	up	5.977056	up	19.17474	up	Homo sapiens PAS domain containing serine/threonine kinase (PASK), mRNA [NM_015148]
DEFB1	0.004949556	2.9797235	down	1.065357	up	2.807533	down	Homo sapiens defensin, beta 1 (DEFB1), mRNA [NM_005218]

WDR8	0.004681234	2.9781044	down	5.68043	down	8.061375	down	Homo sapiens WD repeat domain 8 (WDR8), mRNA [NM_017818]
RIMS4	0.04112827	2.9677074	up	1.724443	up	1.024011	down	Homo sapiens regulating synaptic membrane exocytosis 4 (RIMS4), mRNA [NM_182970]

PDGFRL	0.011396675	2.9371088	down	1.21306	down	1.55284	down	Homo sapiens platelet-derived growth factor receptor-like (PDGFRL), mRNA [NM_006207]
TNRC4	0.005930619	2.9251838	up	1.208589	up	1.396738	up	Homo sapiens trinucleotide repeat containing 4 (TNRC4), mRNA [NM_007185]

UGT2B11	0.02518766	2.9193914	down	1.09908	down	2.958316	down	Homo sapiens UDP glucuronosyltransferase 2 family, polypeptide B11 (UGT2B11), mRNA [NM_001073]
FLT3LG	0.029793594	2.8908129	up	1.037797	down	1.527226	up	Homo sapiens fms-related tyrosine kinase 3 ligand (FLT3LG), mRNA [NM_001459]

IP6K3	0.03900314	2.8685477	up	1.471319	up	1.39455	down	Homo sapiens inositol hexaphosphate kinase 3 (IHPK3), mRNA [NM_054111]
ST6GALNAC1	0.03669531	2.8622296	down	1.408642	down	2.126189	down	Homo sapiens ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 1 (ST6GALNAC1), mRNA [NM_018414]

EFNA4	0.007086268	2.843187	down	1.084758	up	2.766163	down	Homo sapiens ephrin-A4 (EFNA4), transcript variant 1, mRNA [NM_005227]
MYST3	0.013409907	2.827006	up	3.302978	up	1.403819	up	Homo sapiens MYST histone acetyltransferase (monocytic leukemia) 3 (MYST3), mRNA [NM_006766]

XM_370715	0.001614059	2.7565975	up	1.561267	up	2.382949	up	PREDICTED: Homo sapiens similar to hypothetical protein MGC48915 (LOC387911), mRNA [XM_370715]
NM_031436	0.035783853	2.6903787	up	1.740635	up	1.698687	up	Homo sapiens aldo-keto reductase family 1, member C-like 2 (AKR1CL2), mRNA. [NM_031436]

**Table 4:** Top 50 genes significantly differentially regulated in cord based on fold difference (t-test).

Gene Symbol	2Way ANOVA P value	Fold Change in cord, Welch t-test	Regulation in LBW	Fold change skeletal tissue, Welch t-test	Regulation in LBW	Fold change in liver,	Regulation in LBW	Gene name
ATP5F1	0.003504217	29.998667	down	1.850386	down	1.153583	down	Homo sapiens ATP synthase, H+ transporting, mitochondrial F0 complex, subunit B1 (ATP5F1), nuclear gene encoding mitochondrial protein, mRNA [NM_001688]

EHHADH	3.25E-05	29.713446	down	1.004504	up	1.027032	down	Homo sapiens enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase (EHHADH), mRNA [NM_001966]
CNPY2	6.12E-05	24.275322	down	2.033511	down	1.345912	down	Homo sapiens transmembrane protein 4 (TMEM4), mRNA [NM_014255]

IMMP1L	5.31E-04	21.21959	down	1.067236	down	1.052987	up	Homo sapiens IMP1 inner mitochondrial membrane peptidase-like (S. cerevisiae) (IMMP1L), mRNA [NM_144981]
GNL2	0.008845676	19.523186	down	1.389994	down	1.352022	up	Homo sapiens guanine nucleotide binding protein-like 2 (nucleolar) (GNL2), mRNA [NM_013285]

HRSP12	0.010644738	19.35189	down	1.121147	up	1.013192	up	Homo sapiens heat-responsive protein 12 (HRSP12), mRNA [NM_005836]
CN643639	2.57E-05	19.177528	down	1.710693	down	1.132373	up	ILLUMIGEN_MCQ_8235 Katze_MMBR Macaca mulatta cDNA clone IBIUW:3333 5' similar to Bases 1 to 682 highly similar to human Unigene Hs.513885, mRNA sequence [CN643639]

PASK	0.03426426	19.17474	up	5.977056	up	2.995584	up	Homo sapiens PAS domain containing serine/threonine kinase (PASK), mRNA [NM_015148]
NDUFC1	1.93E-04	18.786453	down	1.418954	down	1.095977	up	Homo sapiens NADH dehydrogenase (ubiquinone) 1, subcomplex unknown, 1, 6 kDa (NDUFC1), mRNA [NM_002494]

BNIP3L	3.67E-05	18.46857	down	2.523903	down	1.123252	down	Homo sapiens BCL2/adenovirus E1B 19 kDa interacting protein 3-like (BNIP3L), mRNA [NM_004331]
GALE	0.004030123	18.304993	down	1.591229	up	1.378757	down	Homo sapiens UDP-galactose-4-epimerase (GALE), transcript variant 1, mRNA [NM_000403]

XM_371837	2.06E-06	18.251152	down	1.76245	down	1.15429	down	PREDICTED: Homo sapiens similar to oxidoreductase UCPA (LOC389416), mRNA [XM_371837]
OSTCL	9.90E-05	17.57389	down	1.173702	down	1.075778	down	Homo sapiens similar to RIKEN cDNA 2310008M10 (LOC202459), mRNA [NM_145303]

WDR75	7.83E-05	17.02899	down	2.353145	down	1.037028	down	Homo sapiens WD repeat domain 75 (WDR75), mRNA [NM_032168]
SMPDL3A	1.25E-05	16.127317	down	1.290077	down	1.780315	down	Homo sapiens sphingomyelin phosphodiesterase, acid-like 3A (SMPDL3A), mRNA [NM_006714]

LIN7C	6.29E-04	15.929515	down	1.429568	down	1.006664	down	Homo sapiens lin-7 homolog C (C. elegans) (LIN7C), mRNA [NM_018362]
COX7B	8.03E-06	15.9135065	down	1.283232	down	1.138854	up	Homo sapiens cytochrome c oxidase subunit VIIb (COX7B), nuclear gene encoding mitochondrial protein, mRNA [NM_001866]

MRPL1	1.35E-06	15.901582	down	1.776047	down	1.05264	up	Homo sapiens mitochondrial ribosomal protein L1 (MRPL1), nuclear gene encoding mitochondrial protein, mRNA [NM_020236]
NPM3	3.58E-04	15.357531	down	1.39378	down	1.314134	up	Homo sapiens nucleophosmin/nucleoplasmin, 3 (NPM3), mRNA [NM_006993]

RNF126	4.43E-04	15.14725	down	1.165075	down	1.084156	down	Homo sapiens ring finger protein 126 (RNF126), transcript variant 2, mRNA [NM_194460]
ATG4C	1.86E-06	14.422242	down	1.01449	down	1.571663	down	Homo sapiens ATG4 autophagy related 4 homolog C (S. cerevisiae) (ATG4C), transcript variant 7, mRNA [NM_032852]

ACMSD	2.00E-04	14.3137	down	1.121731	up	1.098467	down	Homo sapiens aminocarboxymuconate semialdehyde decarboxylase (ACMSD), mRNA [NM_138326]
WASF3	0.0026955	14.211387	down	1.134297	down	1.574282	up	Homo sapiens WAS protein family, member 3 (WASF3), mRNA [NM_006646]

F13B	1.26E-05	13.94526	down	1.052562	down	1.02993	down	Homo sapiens coagulation factor XIII, B polypeptide (F13B), mRNA [NM_001994]
HNRNPA1L2	0.007305239	13.879195	down	1.288451	up	1.062584	down	Homo sapiens heterogeneous nuclear ribonucleoprotein A1-like (LOC144983), transcript variant 1, mRNA [NM_001011724]

XR_011737	0.001940294	13.592515	down	1.736661	down	1.168041	up	PREDICTED: Macaca mulatta similar to transcription factor B2, mitochondrial (LOC710669), mRNA [XR_011737]
CP	1.42E-04	13.285389	down	1.122256	down	1.274657	down	Homo sapiens ceruloplasmin (ferroxidase) (CP), mRNA [NM_000096]

TOLLIP	1.59E-04	12.683504	down	1.156986	down	1.00844	down	Homo sapiens toll interacting protein (TOLLIP), mRNA [NM_019009]
DARS	3.99E-05	12.632657	down	3.152794	down	1.10567	down	Homo sapiens aspartyl-tRNA synthetase (DARS), mRNA [NM_001349]

CKLF	4.24E-04	12.476327	down	1.130294	down	1.064736	down	Homo sapiens chemokine-like factor (CKLF), transcript variant 1, mRNA [NM_016951]
STT3B	1.13E-04	12.457355	down	2.027118	down	1.030927	down	Homo sapiens STT3, subunit of the oligosaccharyltransferase complex, homolog B (S. cerevisiae) (STT3B), mRNA [NM_178862]

TXNDC11	4.40E-05	12.377014	down	1.525444	down	1.011564	down	Homo sapiens thioredoxin domain containing 11 (TXNDC11), mRNA [NM_015914]
CR603105	9.80E-04	12.209639	down	1.284419	down	1.155491	down	full-length cDNA clone CS0DF006YN22 of Fetal brain of Homo sapiens (human) [CR603105]

XR_010672	5.09E-05	11.634537	down	1.602301	down	1.059423	up	PREDICTED: Macaca mulatta similar to Molybdenum cofactor synthesis protein 2 large subunit (Molybdopterin synthase large subunit) (MPT synthase large subunit) (MOCS2B) (MOCO1-B) (LOC703049), mRNA [XR_010672]
GDE1	0.03917646	11.536806	down	1.190901	up	1.20255	up	Homo sapiens membrane interacting protein of RGS16 (MIR16), mRNA [NM_016641]

CFHR2	2.07E-04	11.37657	down	1.208862	down	1.032327	down	Homo sapiens complement factor H-related 2 (CFHR2), mRNA [NM_005666]
RPL30	0.03067462	11.374878	down	1.173423	up	1.096937	up	Homo sapiens ribosomal protein L30 (RPL30), mRNA [NM_000989]

XM_495885	0.002429009	11.322625	down	1.165255	down	1.156577	down	PREDICTED: Homo sapiens similar to ribosomal protein S12 (LOC440055), mRNA [XM_495885]
NDUFB1	2.13E-04	11.293429	down	1.404433	down	1.277028	up	Homo sapiens NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 1, 7 kDa (NDUFB1), mRNA [NM_004545]

NM_032807	2.89E-04	11.240869	down	1.075345	down	1.014724	down	Homo sapiens F-box protein, helicase, 18 (FBXO18), transcript variant 1, mRNA. [NM_032807]
CSGALNACT 2	1.34E-05	11.216295	down	1.714551	down	1.080183	down	Homo sapiens chondroitin sulfate GalNAcT-2 (GALNACT-2), mRNA [NM_018590]

NM_022333	0.002598488	10.94874	down	1.130622	up	1.014866	down	Homo sapiens TIA1 cytotoxic granule-associated RNA binding protein-like 1 (TIAL1), ranscript variant 2, mRNA [NM_022333]
NM_032807	0.001172931	10.342792	down	1.522541	down	1.139832	down	Homo sapiens F-box protein, helicase, 18 (FBXO18), transcript variant 1, mRNA. [NM_032807]

AAMP	2.62E-05	10.171815	down	1.560637	down	1.085371	down	Homo sapiens angio-associated, migratory cell protein (AAMP), mRNA [NM_001087]
ESF1	1.02E-07	9.745275	down	1.620818	down	1.008674	down	Homo sapiens ESF1, nucleolar pre-rRNA processing protein, homolog (S. cerevisiae) (ESF1), mRNA [NM_016649]

DOCK7	0.01799708	9.74066	down	1.174452	up	1.171709	up	Homo sapiens dedicator of cytokinesis 7 (DOCK7), mRNA [NM_033407]
DDX3Y	4.78E-06	9.687978	down	1.356089	down	1.134329	down	Homo sapiens DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked (DDX3Y), mRNA [NM_004660]

XIAP	3.65E-05	9.587557	down	1.882389	down	1.280735	up	Homo sapiens baculoviral IAP repeat-containing 4 (BIRC4), mRNA [NM_001167]
TRPC4AP	9.51E-05	9.4549885	down	1.340843	down	1.07043	up	Homo sapiens transient receptor potential cation channel, subfamily C, member 4 associated protein (TRPC4AP), transcript variant 1, mRNA [NM_015638]

ADK	1.63E-04	9.386349	down	5.639505	down	1.368648	down	Homo sapiens adenosine kinase (ADK), transcript variant ADK-short, mRNA [NM_001123]
NM_0010022 92	3.92E-04	9.258961	down	1.016391	up	1.220083	down	Homo sapiens chromosome 1 open reading frame 139 (C1orf139), transcript variant 2, mRNA. [NM_001002292]

Of the 250 genes which were differently expressed in the liver, 182 genes were unique to the liver (115 genes up regulated in the LBW group and 67 genes down-regulated in the LBW group). 

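Among the 806 probes called on the arrays labelled liver at an unadjusted p under 0.05 with a 1.5-fold difference, 568 were called in no other tissue, 343 of them higher in LBW and 225 lower. By the methods' t-test 250 of 310 were called there alone, 171 higher and 79 lower, and with normexp background correction of the median signals 108 were higher and 162 lower. With 3 arrays against 3 an exact permutation test of a single gene cannot give a p under 0.10. Leaving out LBW replicate 1 raised the 806 calls to 1425, and leaving out LBW replicate 2 lowered them to 635. Without the former 996 were called in no other tissue.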

There were 19 genes which were significantly and differently expressed between liver and skeletal muscle (16 up regulated in LBW skeletal muscle and 15 genes up regulated in liver and 3 down-regulated in the LBW skeletal muscle and 4 down regulated in LBW liver). 

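Skeletal muscle and the arrays labelled liver shared 187 limma calls, where independent calls of the same numbers would share 98.4, and 162 of the 187 went in the same direction in both. Of these, 167 were not called on the arrays labelled umbilical cord. In skeletal muscle 142 of the 167 were higher in LBW and 25 lower, and on the arrays labelled liver 128 were higher and 39 lower. By the methods' t-test the 2 tissues shared 55 calls against 24.7 for independent calls, 50 of them in the same direction. With normexp background correction of the median signals 13 lay outside umbilical cord, 5 higher and 8 lower on the arrays labelled liver. The 167 became 293 without liver LBW replicate 1 and 98 without liver LBW replicate 2.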

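The arrays labelled liver and those labelled umbilical cord shared 71 limma calls, against 71.9 for independent calls, and 36 of the 71 had the same direction. Outside skeletal muscle there were 51, of which 29 were higher and 22 lower in LBW on the arrays labelled liver and 22 higher and 29 lower on those labelled umbilical cord. Scaling to the median gave 40 higher and 23 lower on the latter, and normexp background correction of the median signals 12 and 7, with 8 higher and 11 lower on the arrays labelled liver. By the methods' t-test the number shared was 12 against 18.3. The 51 became 87 without liver LBW replicate 1 and 31 without umbilical cord ABW replicate 3, and without umbilical cord ABW replicate 2 the number higher on the arrays labelled umbilical cord rose from 22 to 42. It was 11 of 57 without LBW replicate 1 of the same tissue, 12 of 31 and 14 of 42 without its ABW replicates 3 and 4, and 37 of 87 and 13 of 36 without liver LBW replicates 1 and 2.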

There were 5 genes which are significantly and differently expressed between liver and cord (3 up regulated in LBW liver and 2 genes up regulated in LBW cord and 2 down regulated in LBW liver and 3 down regulated in the cord).

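Of the 2089 probes called in skeletal muscle by limma, 1655 were called in this tissue alone, 1342 higher in LBW and 313 lower. Of the 1365 calls of the methods' t-test 1191 were in this tissue alone, 1031 higher and 160 lower. The count fell to 1484 calls without LBW replicate 3, the dimmest array of the tissue, and rose to 2881 without LBW replicate 4, where 498 of those in this tissue alone were lower in LBW. That a probe was called in a single tissue was not itself a test of a difference between tissues.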

Of the 850 genes significantly and differently expressed in skeletal muscle, 733 genes were specific to the skeletal muscle; i.e. showed altered regulation only in the skeletal muscle (584 genes up regulated in the LBW samples and 149 genes down regulated in the LBW group). 

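Skeletal muscle and the arrays labelled umbilical cord shared 267 limma calls, against 186 for independent calls, of which 127 had the same direction and 140 the opposite one. Without those also called on the arrays labelled liver there were 247. Of these, 161 were higher and 86 lower in LBW skeletal muscle, and 54 were higher and 193 lower in LBW on the arrays labelled umbilical cord. With normexp background correction of the median signals there were 47, of which 27 were higher and 20 lower on the latter arrays. Without umbilical cord LBW replicate 1 the 247 became 421, of which 346 were higher in skeletal muscle and 380 lower on the arrays labelled umbilical cord. The 161 became 103 without umbilical cord ABW replicate 3 and fell about as far without LBW replicate 4 there, the 86 became 56 without skeletal muscle ABW replicate 2, and the 54 became 35 without umbilical cord ABW replicate 4.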

There were 94 genes which were significantly and differently expressed between skeletal muscle and cord (60 up regulated in LBW skeletal muscle and 22 genes up regulated in LBW cord and 34 genes down regulated in the LBW skeletal muscle and 72 genes down regulated in the LBW cord).

Of the 891 genes significantly and differently expressed in umbilical cord; 788 genes showed altered regulation only in umbilical cord (338 genes up regulated and 450 genes down regulated in LBW group). 

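On the arrays labelled umbilical cord 1210 of 1528 limma calls were found in no other tissue, 548 higher in LBW and 662 lower. With the methods' t-test in place of limma they were 877 of 1008, 369 higher and 508 lower. The balance of directions turned with the processing. Scaling to the median gave 779 higher and 517 lower, normexp background correction of the median signals 779 and 392, quantile normalization 679 and 574, no filter 752 and 636, the stricter filter 528 and 486, and leaving out ABW replicate 2 gave 655 and 604. Without ABW replicate 3, which was among the arrays of slide 6, there were 1111 calls, and without LBW replicate 1 there were 1839. Without ABW replicate 4 the 548 became 345.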

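By limma 20 probes were called in all 3 tissues, against 8.78 for independent calls. Without liver LBW replicate 1 there were 49, and without umbilical cord LBW replicate 1 there were 37. The floor on dim signals left 12, the stricter filter for signals well above background 8, and normexp background correction of the median signals 2, with 1 higher and 1 lower in each tissue. In skeletal muscle 16 of them were higher in LBW, on the arrays labelled liver 17, and on those labelled umbilical cord 3. By the methods' t-test 7 were called in all 3, of which 6 were higher in skeletal muscle, 6 on the arrays labelled liver and 0 on those labelled umbilical cord. On the authors' deposited values the same test also gave 7, all higher in both of the first tissues and lower on the arrays labelled umbilical cord.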

There were 4 genes which are significantly and differently expressed between liver, skeletal muscle and umbilical cord (4 genes up regulated in the LBW skeletal muscle and liver while the same four genes were down regulated in LBW cord) Figure 2, 3.

### Functional classification of genes

Gene ontology was used to classify genes based on functional significance. The main component of the Gene Ontology (GO) annotation taken into consideration was metabolic function. Genes were classified into fifteen functional categories: Cellular lipid metabolic process (43 genes), Cellular biosynthetic process (95 genes), Cellular macromolecule synthesis (222 genes), Cellular nitrogen compound metabolic process (10 genes), Cellular carbohydrate metabolic process (6 genes), Cellular catabolic process (9 genes), Nucelobase, Nucleoside, nucleotide and nucleic acid metabolic process (216 genes), Other cellular metabolic process (29 genes), Other metabolic process (36 genes), Transport (141 genes), Regulation of molecular functions (28 genes), Biological adhesion (27 genes), Developmental process (74 genes) Other biological processes (252 genes) and Non classified (795) with p-value of (p > 0.05). The genes enriched for each GO term were further classified into the number of genes up regulated or down regulated in each tissue with a fold difference of 1.5 or greater (Table 5) (Additional file 1).

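The 14 classified categories of Additional file 1 hold 1178 genes, all among the probes kept. With LBW set against ABW on the scanner values, a 1.5-fold or larger difference was found in skeletal muscle for 168 higher and 150 lower genes, on the arrays labelled liver for 104 and 73, and on those labelled umbilical cord for 306 and 300, without a test. Transport had 31 higher and 17 lower genes in skeletal muscle and 39 and 26 on the arrays labelled umbilical cord. Cellular macromolecule synthesis had 45 higher and 60 lower genes on those arrays and 22 and 33 in skeletal muscle. Of all 1973 genes, 563 had a difference under 1.5-fold in every tissue by the file's own folds. The total of 1101 gene and tissue pairs past 1.5-fold fell to 653 with normexp background correction of the median signals.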

**Table 5:** Gene ontology classification to group genes using Genespring ver10 (Agilent Tech, Santa Clara) of similar functional families.

	Skeletal muscle		Liver		Cord	
	
	Up regulated	Down regulated	Up regulated	Down regulated	Up regulated	Down regulated
	
Cellular lipid metabolic process	15	6	4	4	13	11
Cellular biosynthesis process	8	14	6	4	16	40

Cellular macromolecule synthesis	21	32	19	14	45	63

Cellular nitrogen metabolic process	4	1	4	0	7	1

Cellular carbohydrate metabolic process	2	0	0	0	2	1

Cellular catabolic process	1	2	0	0	2	1

Nucleobase, Nucleoside, nucleotide and nucleic acid metabolic process	19	17	15	4	66	43

Other cellular metabolic process	3	2	1	3	3	15

Other metabolic process	5	7	5	2	9	11

Transport	30	17	21	14	39	26

Regulation of molecular functions	4	2	1	1	12	8

Biological adhesion	6	8	4	5	8	10

Developmental process	19	11	7	4	20	16

Other biological process	38	38	25	19	65	59

### Quantitative RT-PCR

To validate the micoarray results we carried out quantitative RT-PCR (qRT-PCR) using the same RNA samples in the microarray analysis. We selected seven genes (a novel gene XM_116936, PAS domain containing serine/threonine kinase (PASK), Adenisine kinase (ADK) transcript variant ADK-short, ELMO/CED-12 domain containing 1 (ELMOD1), Sine oculins homeobox homolog 1 (SIX1) Retinoblastoma like-1 (RBL1) and Solute carrier family 12 (potassium/chloride transporters) member 9 (SLC12A9) for this validation of the array using skeletal muscle cDNA. Of these 5 genes were significantly up regulated in the array and 2 genes were significantly down regulated in the array. 

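In skeletal muscle XM_116936 was -2.58 ± 2.70 (SD, n = 4) in ABW and 0.75 ± 0.67 (SD, n = 4) in LBW, with all 4 LBW arrays above all ABW arrays (two-sided exact permutation test, p = 0.029, the smallest that 4 against 4 allow). Its adjusted p from limma was 0.218. PASK was -5.42 ± 3.18 in ABW and -2.86 ± 1.23 in LBW, and 2 of 4 ABW arrays were not well above background (exact permutation test, p = 0.20, limma adjusted p = 0.438). ADK was -4.33 ± 0.76 in ABW and -6.79 ± 0.76 in LBW, where 2 of 4 arrays were not well above background, a log2 difference of -2.46 with all LBW arrays below all ABW arrays (exact p = 0.029, limma adjusted p = 0.0938). ELMOD1 was lower in LBW by -0.79, with 3 LBW arrays below all ABW arrays (exact p = 0.114, limma adjusted p = 0.238). RBL1 and SLC12A9 were higher in LBW by 0.63 and 0.46, on 4 of 4 arrays each above all ABW arrays (exact p = 0.029 for both, limma adjusted p = 0.283 and 0.248). Without LBW replicate 3 the difference of RBL1 was 0.41, and with normexp background correction of the median signals that of ADK was -0.27 (limma adjusted p = 0.616). Across the 3 tissues ADK and SLC12A9 had limma adjusted p of 0.0104 and 0.0180. The p printed in Table 6 is that of the two-way test. Across tissues the unadjusted p from limma was under 0.05 for all 6 genes, between 3.2e-05 for ADK and 0.0190 for PASK. The directions of these 6 genes were those printed in Table 6. Within skeletal muscle 5 of them had an unadjusted p under 0.05 by limma, XM_116936, ADK, ELMOD1, RBL1 and SLC12A9. By the methods' t-test 3 had, ADK, ELMOD1 and SLC12A9, and by limma with normexp background correction of the median signals 2 had. Without ABW replicate 2 there were 3 by limma. The qRT-PCR measurements were not used here.

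**Figure D2:**
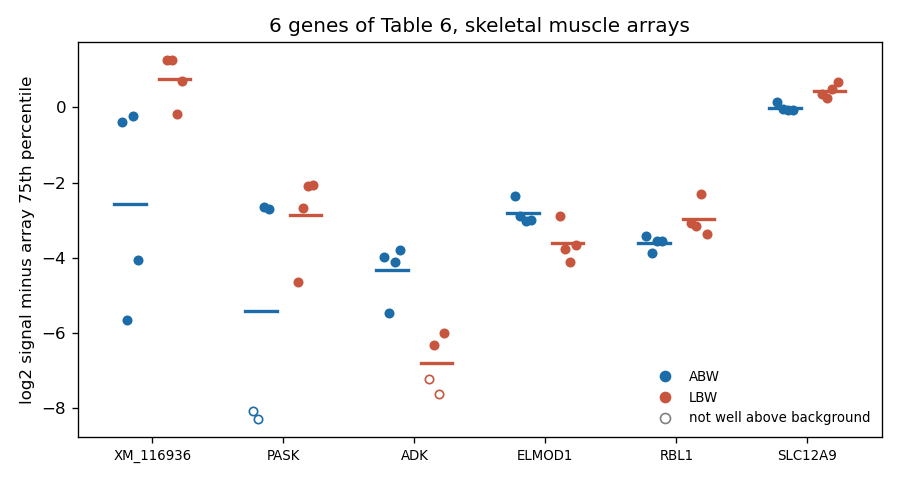
Level of 6 genes of Table 6 on the 8 skeletal muscle arrays, as log2 signal minus the array's 75th percentile. Filled points are well above background, open points are not, and lines are group means. All 4 LBW arrays lie above all ABW arrays for XM_116936, RBL1 and SLC12A9.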

Our results from the qPCR complement our results from the microarray (Table 6). The fold differences along with the values which derived from the microarray are presented in Table 6.

**Table 6:** Verification of seven genes from the microarray using Real-time RT-PCR analysis in skeletal muscle.

Gene Symbol and description	2 way ANOVA p-value (Birth weight)	Microarray Fold change (t-Test)	Regulation in LBW	qPCR-Fold Change
XM_116936	0.017913306	10.054285	Up regulated	
PREDICTED: *Homo sapiens *similar to RIKEN cDNA 4832428D23 gene				4.780893

PASK:	0.03426426	5.977056	Up regulated	
*Homo sapiens *PAS domain containing serine/threonine kinase				14.55481
ADK:	1.63E-04	-5.639505	Down regulated	
*Homo sapiens *adenosine kinase, (transcript variant ADK-short)				-3.57235

ELMOD1:				
*Homo sapiens *ELMO/CED-12 domain containing 1.	0.011425177	-1.7373136	Down regulated	-1.71015
SIX1:				
*Homo sapiens *sine oculis homeobox homolog 1 (*Drosophila*).	0.045728132	1.1253903	Up in low birth weight	1.246574

RBL1:				
*Homo sapiens *retinoblastoma-like 1 (p107), (transcript variant 1)	0.011705314	1.5320477	Up regulated	3.023726
SLC12A9:				
*Homo sapiens *solute carrier family 12 (potassium/chloride transporters), member 9.	1.31E-05	1.3670695	Up regulated	1.694303

## Discussion

In the present study, we have identified genes involved in key metabolic signaling pathways in three tissue types in a non-human primate model, that were differentially expressed according to the birth weight of the animal. Importantly, this differential expression was across the normal birth weight spectrum and therefore likely to represent adaptive pathways that the fetuses uses to predict its postnatal environment. The identification of novel signaling pathways that appear to be regulated by the early life environment is a key step in designing future experimental paradigms to understand the association between birth weight and disease risk. Metabolic disease particularly, has been strongly with early life adversity [21,22]. Our data begin to shed light on the key signaling pathways that are vulnerable to subtle changes in the early life environment.

The strength of our study, despite its small size, is that we have focused on infants whose growth was not experimentally manipulated but lay within normal birth weight range. Many experimental models have manipulated pregnancy in an effort to produce fetal growth restriction. Such studies have shown that offspring which are born growth restricted catch-up in growth with their normally nourished counterparts and in adulthood are obese, hypertensive, hyperinsulinemic, leptin resistant and display sedentary behavior [23-25]. Investigations into underlying mechanisms and the determination of gene expression levels that may explain these altered phenotypes have produced conflicting results [26-28] which may reflect variations in the model systems used and the gender of the animals used [28]. Taken together, although these studies have established the link between early life nutritional adversity to later pathophysiology, there are limitations in the interpretation of rodent studies in development as applied to humans.

In the present study we aimed to study the molecular associates of growth variation within the normative range and exclude pathology. This is because the growing literature on developmental outcomes highlights that the importance of variation in risk is associated with non-pathological developmental environments. Accordingly we studied relatively small infants born between the 5^th ^and 25^th ^centile but excluded the smallest neonates, which may reflect obstetrical abnormalities. These infants were compared to infants in the middle of the normative range (50^th^-75^th ^centile) and accordingly we excluded infants who may have had macrosomia as a result of the mother's being over-nourished by being maintained in captivity. Thus we are confident that we have excluded pathological influences and demonstrated that within the normative range patterns of gene expression may vary considerably with variable birth weights. Indeed we found a number of genes with more than a 10 fold shift in expression levels. 

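Over 10-fold differences were found for 56 probes, 47 of them on the arrays labelled umbilical cord (46 lower in LBW and 1 higher), 7 on those labelled liver and 2 in skeletal muscle. Of the 47, 35 had an adjusted p under 0.05 by limma and 12 were well above background on every array of the tissue, while in the other tissues 0 had such an adjusted p. The count takes signals at background at their value, and for 16 of the 47 a group was well above background on no array. With the floor on dim signals the count was 35, of which 29 were on the arrays labelled umbilical cord. With the stricter filter for signals well above background 14 probes were counted past 10-fold, and with normexp background correction of the median signals 3 were found. The 50 that this correction adds to every signal lowers the folds of dim probes by construction. The 103 probes called lower in LBW on the arrays labelled umbilical cord also differed between the slides of the ABW arrays. Their level on slide 6 was above that on slide 4 by a median of 0.96 on the log2 scale, against -0.04 for all probes, and 92 of the 103 were higher on slide 6. From shifts of this size in groups that both lay in the normative range, the paper proposes that expression patterns vary considerably with birth weight.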

There are important implications to this observation. Historically, experimental and epidemiological focus has been on the extremes of birth weight (either small for gestational age or large for gestational age) and there has been little focus within the normal birth weight range continuum. What is evident from the present study is that relatively small changes in the birth phenotype may be associated with profound changes in molecular physiology. In turn this also suggests the presence of highly evolved processes by which the fetus can adjust its development in response to subtle cues from mother [29].

The Cynomolgus, as in the human, has monotocous pregnancies with haemochorial placentae; they have omnivorous diets and monogastric digestion. They also share with humans the same progressive history of the metabolic syndrome [17]. We have identified alterations in the levels and expression patterns of a number of genes involved in different metabolic processes including cellular lipid metabolism, cellular biosynthesis, cellular macromolecule synthesis, cellular nitrogen metabolism, cellular carbohydrate metabolism, cellular catabolism, nucleotide and nucleic acid metabolism, biological adhesion and development.Recently, transcriptional profiling in rats subjected to gestational under nutrition was performed in young adult male rats where 249 genes were shown to be differentially expressed in the liver [28]. We compared the genes which are significantly altered in our array with those identified in the rat array study and have identified twelve similar or closely related genes from those identified in the rat: Tribbles homolog 2 (Trib2); 3-hydroxyanthanillate dioxygenase (Haao), transmembrane serine protease 6 (Tmmprss6); Thioredoxin domain containing10 (Txndc10); tralation initiation factor 4A3 (Eifa3); Ribosomal protein L31 (Rpl31); Danse 1-like 2 (Dnase1l2); Quinolate phosphoribosyl transferase (Qprt); general transcription factor IIa 2 (Gtf2a3); General transcription factor II H 3 [28]. 

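Of the genes named here 8 were found in Additional file 1, and TXNDC10 and RPL31 were not. Across the tissues HAAO, TMPRSS6, DNASE1L2, QPRT and TRIB2 were higher in LBW, with mean log2 differences of 0.40, 0.38, 0.74, 0.52 and 0.31. EIF4A3, GTF2A2 and GTF2H3 were lower, by -0.71, -0.19 and -0.48. With normexp background correction of the median signals the direction of EIF4A3 reversed in skeletal muscle, to 0.18, and on the arrays labelled umbilical cord, to 0.10, and it was 0.08 on those labelled liver. Across tissues the adjusted p of the 8 genes from limma lay between 0.093 for DNASE1L2 and 0.465 for GTF2A2.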

Only four of these genes (Trib2, Trip10, EIF4A3 and Dnase1l2) were altered in the same direction in the livers of LBW macaques as in the rat array. 

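On the arrays labelled liver TRIB2 was higher in LBW by 0.29 on the log2 scale, TRIP10 by 0.30, EIF4A3 by 0.33 and DNASE1L2 by 0.68. Leaving out single arrays gave EIF4A3 differences of 0.54 without ABW replicate 1 or 2, -0.09 without ABW replicate 3 and 0.13 without LBW replicate 3. For DNASE1L2 they were 1.09 without ABW replicate 1, 0.42 without ABW replicate 2 and 0.34 without LBW replicate 2, and for TRIB2 0.19 without LBW replicate 1. TRIB2 was 1.55 ± 0.15 (SD, n = 3) in ABW and 1.84 ± 0.22 (SD, n = 3) in LBW. All 3 LBW arrays lay above all ABW arrays only for TRIP10 among these 4 genes (exact permutation test, p = 0.10, the smallest that 3 against 3 allow). The adjusted p from limma was 0.909 for TRIB2, 0.883 for TRIP10, 0.948 for EIF4A3 and 0.909 for DNASE1L2. The hepatocyte genes were high on the arrays labelled umbilical cord, so if these labels were exchanged the comparison with rat liver would fall there. On those arrays TRIB2, TRIP10 and DNASE1L2 were higher in LBW by 0.46, 0.39 and 1.06 (limma adjusted p = 0.686, 0.675 and 0.360). EIF4A3 was lower there by -2.11 (limma adjusted p = 0.195), against the direction on the arrays labelled liver. All 4 LBW arrays lay below all ABW arrays for EIF4A3, and 1 of them was well above background. With normexp background correction of the median signals EIF4A3 was higher there by 0.10.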

We have also compared our observations with those identified from LBW term placentas by McCarthy and colleagues [30] and found similarities in expression changes in the genes Procollagen-lysine, 2-oxoglutarate 5-dioygense (PLOD2); Soluble interleukin-1 receptor accessory protein (IL1RAP); Solute carrier family 2 (facilitated glucose transporter) member3 (SLC2A3); Myosin V1(MYH6); Ribosomal protein S6(RPS6) and Latexin (LXN). 

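On the values scaled by the 75th percentile PLOD2, SLC2A3, LXN and RPS6 were lower in LBW in each of the 3 tissues. PLOD2 and SLC2A3 were higher by 0.19 and 0.38 on the arrays labelled umbilical cord with normexp background correction of the median signals, and LXN by 0.14 against the ABW arrays of slide 4 alone. The mean log2 differences across tissues were -0.59 for PLOD2, -0.57 for SLC2A3, -0.46 for LXN and -0.68 for RPS6, the last of which fell mainly on the arrays labelled umbilical cord, by -1.72 (standard error 0.48, adjusted p = 0.277 from limma). A probe of IL1RAP in Additional file 1 was lower across tissues by -0.68. The other in that file was well above background on no skeletal muscle array, so no value across tissues is given for it. The gene listed as MYH6, which the paper describes as myosin VI, was higher in skeletal muscle by 1.17 (limma adjusted p = 0.376), and by 0.71 without ABW replicate 2. It was well above background on no ABW array labelled liver and at least 1.41-fold higher there (limma adjusted p = 0.883). This bound holds for this processing with all arrays kept. On the log2 scale the difference there was 0.27 without ABW replicate 3, and 0.09 with normexp background correction of the median signals. The adjusted p across tissues lay between 0.124, at the first probe of IL1RAP, and 0.321 for LXN, so none of these genes passed 0.05.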

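TRIB2 was well above background on all 22 arrays. In skeletal muscle it was 2.22 ± 0.09 (SD, n = 4) in ABW and 2.39 ± 0.38 (SD, n = 4) in LBW, a log2 difference of 0.17, and on the arrays labelled umbilical cord 0.84 ± 0.50 (SD, n = 4) and 1.30 ± 0.30 (SD, n = 4), a difference of 0.46. In skeletal muscle the difference was 0.30 without LBW replicate 1, -0.003 without LBW replicate 3 and -0.26 when scaled by spike-in controls, and without umbilical cord ABW replicate 1 the 0.46 became 0.29. The birth weight effect across tissues had a limma adjusted p of 0.362. An exact permutation test within these tissues gave p = 0.514 and p = 0.229.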

The Tribbles homolog 2 (Trib2) is also increased in the LBW infants and suggests another possible way in way insulin/IGF-1 signalling might be impaired during development. Tribbles belongs to a family of kinase-like proteins and are reported to be negative regulators of Akt, the principle target of insulin signaling [31,32].

Studies using animal models such as rodents to understand the developmental origins of metabolic diseases have shown that epigenetic changes in genes correlates with expression changes including metabolic enzymes such as PEPCK, transcriptional factors such as PPARα which regulate fat metabolism and factors associated with insulin action (e.g. PI3 kinase, PKC-ζ), the key regulatory genes which are responsible for bringing these changes are not known [15,33]. One aim in our study was to identify whether there were shifts within the expression of key early regulators and from the array we have identified one such key regulatory gene the PAS Kinase (PASK), an evolutionarily conserved PAS domain containing serine/threonine kinase whose expression is altered as a result of adverse early developmental conditions. 

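PASK, measured by a single probe, was higher in LBW in each tissue, by 2.56 on the log2 scale in skeletal muscle (standard error 1.38, adjusted p = 0.438 from limma), 1.58 on the arrays labelled liver (standard error 1.27, adjusted p = 0.929) and 4.26 on those labelled umbilical cord (standard error 1.94, adjusted p = 0.559). The effect across tissues was 2.80 (limma adjusted p = 0.27). The difference in skeletal muscle was 1.68 without ABW replicate 1 and 1.61 without ABW replicate 2, and on the arrays labelled liver 0.12 and 2.62. Normexp background correction of the median signals lowered the difference to 0.74 in skeletal muscle and 0.36 on the arrays labelled liver. On those labelled umbilical cord it gave 1.79. The probe was well above background on 2 of 4 ABW arrays of skeletal muscle, 2 of 3 labelled liver and 2 of 4 labelled umbilical cord, and on every LBW array. The 5 arrays that were not well above background were all ABW. On the arrays labelled umbilical cord no LBW array lay above all ABW arrays, and LBW replicate 3, at -4.63, was far below the other LBW arrays, which lay between -0.25 and 0.35. The paper states that PASK is a key regulatory gene altered by adverse early conditions. It also reports PASK higher in LBW by qRT-PCR of skeletal muscle RNA, which was not used here.

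**Figure D3:**
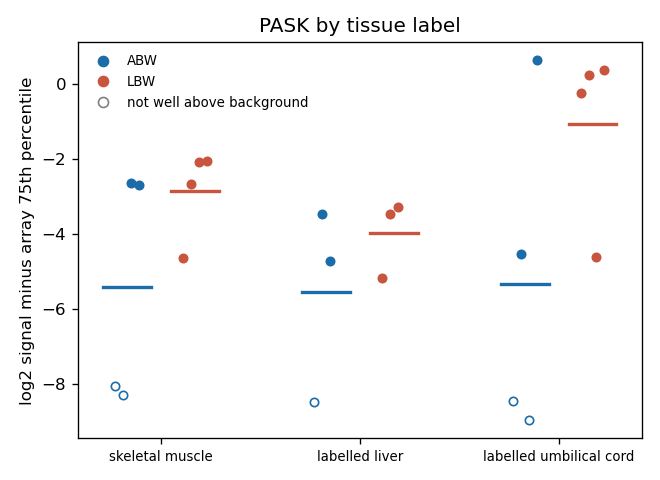
Level of PASK on each of the 22 arrays, as log2 signal minus the array's 75th percentile, by tissue label and birth weight group. Filled points are well above background, open points are not, and lines are group means. The 5 open points are all ABW arrays.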

PAS domains are evolutionarily conserved and appear from archaea, bacteria to eukaryotes and are present in many signaling proteins where they act as signal sensor domain [34]. The PASK gene, whereby expression was up regulated in the LBW animals, has been shown to be a metabolic sensor based on mice knock-out studies; mice lacking PASK are resistant to high-fat induced obesity, hepatic steatosis and are resistant to insulin [35].

## Conclusions

In summary, this paper has identified significant variation in gene expression in multiple tissues in primate newborns of different growth trajectories but within the normative range of birth size. Further detailed analyses may improve our understanding of how alterations in such genes due to adverse early life environment predisposes towards metabolic syndrome. These data give strength to the hypothesis that developmental plasticity operating within the normative range of birth weights can influence metabolic and other physiological systems in a way that might have later health consequences. It emphasizes that the concept of developmental programming need not involve pathological changes in growth trajectories to have molecular and presumably functional consequences.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

BSE, RK and PDG conceived the study. KC, DMS and MHV coordinated and collected the animal samples. BSE and SM undertook the molecular biology. BSE and PDG wrote the manuscript. BSE, KC, DMS, SM, MHV, RK and PDG reviewed/edited manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genes which were differentially regulated between the ABW and LBW groups classified based on GO terms**. 

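Additional file 1 pairs 1973 accession numbers with gene symbols, a p-value and a fold per tissue. Each row could be matched to 1 probe of the array by accession and fold. The file's folds lay within 0.05 on the log2 scale of the group differences in the authors' deposited values for all 1973 rows in each of the 3 tissues. Since the fold took part in the match, this closeness cannot test it where an accession has several probes. Against the scanner values used here, 1958 rows had the same direction in skeletal muscle, 1955 on the arrays labelled liver and 1970 on those labelled umbilical cord. The methods' two-way test on the authors' deposited values gave a p under 0.05 for all 1973 rows, and for 2350 of the 17117 probes kept.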

Genes with a ≥ 1.5 fold change at least in one tissue with a p value of ≥ 0.5 identified from the array with the GO terms Click here for file

# Supplementary material for: Gene expression profiling in the Cynomolgus macaque Macaca fascicularis shows variation within the normal birth range
**Source:** BMC Genomics. 2011 Oct 16;12:509. doi: 10.1186/1471-2164-12-509
**Supplement:** Additional file 1 — Genes which were differentially regulated between the ABW and LBW groups classified based on GO terms. Genes with a ≥ 1.5 fold change at least in one tissue with a p value of ≥ 0.5 identified from the array with the GO terms

How the deposited data were processed for this re-analysis (not part of the article)

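RNA of skeletal muscle, liver and umbilical cord from LBW and ABW cynomolgus macaque neonates was measured on 22 single-colour Agilent rhesus arrays, 4 per group for skeletal muscle and umbilical cord and 3 per group for liver, by the sample labels. The intensities of each spot are per the file headers the signals of Feature Extraction after background subtraction and spatial detrending, not scaled between arrays, beside the median pixel signal of the spot and of its local background without correction. A second table, as deposited by the authors, holds log2 values which per the paper's methods were scaled to the 75th percentile and set to a baseline in GeneSpring, and whose values are centred on each probe's median within a tissue. The slide of each array, its place there and the software version were read from the file headers.

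Values were computed from the processed signals of the scanner files. Each probe's 2 spots were averaged, and the log2 value was reduced by the array's 75th percentile. The per-array values of this percentile, and of the probes flagged as well above background, give the signal over background of each array. A probe was kept when flagged on at least 75% of the arrays of any of the 6 groups, which left 17117 of 20217. Gene symbols came from Additional file 1 of the paper, since the reference list of gene names matched none of the 19376 accessions of the array. A probe without a symbol is called by its accession.

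Comparisons were made with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, and tables with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Within each tissue LBW was set against ABW with a moderated spread. Across tissues the mean of the 3 differences and the interaction of birth weight and tissue were taken from a fit of the 6 groups. Counts are given at a Benjamini-Hochberg adjusted p under 0.05 and at the paper's thresholds, an unadjusted p under 0.05 with a 1.5-fold difference within tissues. Single genes were also given a two-sided exact permutation test of the difference of means. Each fit was tested on simulated data with known changes.

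The genes named are those of Table 6, PASK, those that the Discussion compares with the rat and placenta studies, the first 5 of Tables 2, 3 and 4, and up to 5 probes in each direction and tissue with the largest change among those with an adjusted p under 0.05 whose LBW arrays all lay beyond all ABW arrays. The paper's tables had been seen when this rule was written. The genes of the hepatocyte, striated muscle and matrix lists and DDX3Y lie outside it. Of Table 6, 1 gene is not reported here, for a reason other than its result, and the counts over that table include it.

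The groups, the tests, the rule for named genes and the alternatives were chosen before the data were examined, apart from the exceptions stated with their results. The alternatives covered background correction, scaling to the median, to spike-in controls and by quantiles, the authors' deposited values, a floor on dim signals, no filter and a stricter filter, the methods' tests, the estimate of the spread, array weights, blocks for slide and replicate number, averaging per accession, and leaving out each array in turn. Of 11 lists of marker genes fixed in advance, for liver, skeletal muscle, erythroid cells, neutrophils, the acute phase, proliferation, mesenchyme, the Y chromosome, X inactivation, oxidative phosphorylation and ribosomal proteins, none could be used, because too few of their genes had a name on the array. The qRT-PCR measurements were not used here.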

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

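The count of other divisions of the arrays and the test of the slides in skeletal muscle were chosen after the results they bear on had been seen. The tests of the number of outlying arrays, of their overlap with arrays that match the other group, and of the slide for the genes that the paper does not list were set beforehand.

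In 9 of 114 groups of 4 arrays, 1 array lay far from the other 3, with its gap to the nearest of them taking a share of the group's range above Dixon's critical value for 4 samples. In umbilical cord by the labels, PASK in LBW replicate 3 was -4.63 against -0.25 to 0.35 (gap share 0.879). GTF2A2 in ABW replicate 3 was 1.06 against 0.31 to 0.37 (0.910), TRIB2 in LBW replicate 1 was 1.75 against 1.09 to 1.20 (0.833), and DNASE1L2 in LBW replicate 4 was -2.91 against -3.62 to -3.58 (0.940). EHHADH in LBW replicate 2 was -8.40 against -7.75 to -7.67 (0.889), all at background. In skeletal muscle, RPS6 in ABW replicate 4 was 3.95 against 4.17 to 4.20 (0.893), TMPRSS6 in ABW replicate 3 was -3.56 against -4.60 to -4.50 (0.908), and C5orf23 in LBW replicate 2 was -3.40 against -0.37 to 0.20 (0.843). The number of probes well above background in skeletal muscle LBW replicate 3, the dimmest array of that tissue, was 15147 against 15971 to 15977 (0.993).

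Chance gives about 1 such array in 20 groups, so 5.7 were to be expected, and the 9 are 7.89% of the groups. This number is consistent with chance. With a gap of 2, the matching of on-off probes pairs 3 arrays with the other group in both other tissues, umbilical cord ABW replicate 4 and LBW replicate 1 and the array labelled liver ABW replicate 3. In the groups of the first 2 arrays, 1 of 5 such outlying arrays was one of them. A given array of 4 is the outlying one about that often by chance, and the array labelled liver lies in a group of 3, where no gap was tested. A wrong label of these arrays was therefore neither shown nor excluded. Single differences between animals stay open and were not tested.

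The interaction of birth weight and tissue had an adjusted p under 0.05 at 173 probes in limma, and an analysis of variance on the same values gave 140. In simulation the limma term gave 20 false calls beside 82 true ones, more than this threshold allows, so some of these probes may be false calls. Among the named genes the interaction had an adjusted p of 0.0466 for ELMOD1, with log2 differences of -0.79 in skeletal muscle and -4.67 on the arrays labelled liver. It was well above background on 0 arrays labelled umbilical cord, so the term rests in part on background readings. For XM_056254 it was 0.0193 (3.26 in skeletal muscle, -1.05 on the arrays labelled liver and 0.48 on those labelled umbilical cord), and for GOLSYN 0.0144, with differences of 0.08 in skeletal muscle and 0.54 on the arrays labelled umbilical cord and at least 2.78-fold higher in LBW on those labelled liver, where 0 ABW arrays were well above background. That bound holds for this processing. With normexp background correction of the median signals the log2 difference of GOLSYN on the arrays labelled liver was 0.25. The others differed through the arrays labelled umbilical cord, EHHADH (0.000646), CNPY2 (0.0157), IMMP1L (0.00459) and CN643639 (0.00201). The probe count was 374 without umbilical cord LBW replicate 1 and 118 without umbilical cord LBW replicate 2. In 100 random divisions of the arrays within tissues, the real one included, 1 gave as many probes. These draws moved the arrays of each tissue separately, although the paper takes liver and muscle from the same neonates, so chance cannot be excluded. The slides stay open for these probes, because slide and birth weight are confounded in skeletal muscle, where 0 slides hold both groups.

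At 16 probes the birth weight effect across tissues had an adjusted p under 0.05 in limma although Additional file 1 does not list them. With the slide as a random block 16 of them had an adjusted p under 0.05. Such a block cannot remove a difference between slides here, since no slide holds both groups of the skeletal muscle or of the umbilical cord arrays, so the slide stays open. Their effects went in both directions, with NM_018727 higher by 1.86 and NM_007216 lower by -1.21, both named here after their values were seen. The authors' own filter on the probes tested, which could not be repeated from the files, was not tested as a cause.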

How the results depend on the processing

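The normexp background correction used the median signals and was chosen after seeing that the files hold no mean signals, and the counts of other divisions of the arrays were also chosen after the results were seen. The normexp correction also adds 50 to every signal, which shrinks the differences of dim probes. What the correction and the added 50 each contribute to a change was not tested. Where no value below shows the cause of a change, the cause was not tested.

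The authors' deposited values, scaling to the median, no filter, a spread with trend and robust estimate, and averaging per accession left every total tested within 1.5 times its value. The counts by region and direction moved further with scaling to the median, which gave 489 probes lower in LBW in skeletal muscle alone, against 313, and 40 probes higher on the arrays labelled umbilical cord among those shared with liver alone, against 22. In the region of all 3 tissues, it gave 7 lower in skeletal muscle and 5 lower on the arrays labelled liver, against 4 and 3.

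With normexp background correction 543 probes were called at an unadjusted p under 0.05 with a 1.5-fold difference in skeletal muscle and 304 on the arrays labelled liver. At an adjusted p under 0.05 there were 22 on the arrays labelled umbilical cord, 25 across tissues and 33 for the interaction. Calls shared between tissues fell to 81, probes past 10-fold to 3, genes of Table 6 to 2 and gene and tissue pairs of the functional categories to 653. Quantile normalization gave 65 probes at an adjusted p under 0.05 on the arrays labelled umbilical cord. A floor on dim signals gave 3 such probes in skeletal muscle and 35 past 10-fold.

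With spike-in scaling 12 probes on the arrays labelled liver, 2 on those labelled umbilical cord, 7 across tissues and 3 for the interaction had an adjusted p under 0.05. At the unadjusted thresholds there were 281 on the arrays labelled liver, 233 on those labelled umbilical cord and 390 across tissues. This scaling moved the median log2 difference of all probes to -0.37 in skeletal muscle, 0.21 on the arrays labelled liver and -0.42 on those labelled umbilical cord, from 0.07, 0.06 and -0.01. The share of calls higher in LBW changed with the scaling. In skeletal muscle it was 79.5% by the 75th percentile, 68.1% by the median, 61.9% by quantiles and 9.93% by spike-in controls. On the arrays labelled umbilical cord it was 41.03%, 54.9%, 49.8% and 0.858% in the same order, and on those labelled liver 64.1%, 67.6%, 54.9% and 47.3%. With normexp background correction it was 67.8% in skeletal muscle, 40.1% on the arrays labelled liver and 66.1% on those labelled umbilical cord, where the median log2 difference of all probes was 0.29. The balance of directions therefore depends on these choices in every tissue.

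The stricter filter, which tests fewer probes, gave 5 probes in skeletal muscle, 43 on the arrays labelled umbilical cord, 71 across tissues and 64 for the interaction at an adjusted p under 0.05. It gave 527 calls at the unadjusted thresholds on the arrays labelled liver, 247 shared calls and 14 probes past 10-fold. The methods' t-test called 1365 probes in skeletal muscle, 310 on the arrays labelled liver and 1008 on those labelled umbilical cord, with 179 shared, and 0 at an adjusted p under 0.05 on the arrays labelled umbilical cord. One fit of the 6 groups gave 4, 2 and 483 at an adjusted p under 0.05 in the same order of tissues, and 513 and 2479 calls at the unadjusted thresholds on the arrays labelled liver and umbilical cord. Array weights gave 9 in skeletal muscle at an adjusted p under 0.05 and 287 for the interaction.

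With the slide as a fixed block 1496 probes were called on the arrays labelled liver, and 1400 within slide 3 alone. Both rest on the 1 LBW array of slide 3, which is assumed to vary like the others, and are not separate tests. With the slide as a random block there were 182 at an adjusted p under 0.05 and 2419 at the unadjusted thresholds on the arrays labelled umbilical cord. The ABW arrays of slide 4 alone gave 0 and 715 there. The replicate numbers were checked for pairing of ABW with LBW arrays within tissues. Correlations of the deviations of such arrays with the same number lay between -0.22 and 0.30, so pairing by number is not shown. The replicate block, planned beforehand, gave 65 probes at an adjusted p under 0.05 on the arrays labelled umbilical cord.

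With single arrays left out, probes at an adjusted p under 0.05 lay between 0 and 2 in skeletal muscle (2 without LBW replicate 4, 1 without ABW replicate 1), 0 and 1 on the arrays labelled liver (1 without LBW replicate 1), and 34 and 94 on those labelled umbilical cord. The last count was 34 without LBW replicate 3, 48 without ABW replicate 4, 51 without ABW replicate 3, 56 without LBW replicate 4, 57 without LBW replicate 2 and 67 without LBW replicate 1. Across tissues it lay between 90, without liver ABW replicate 2, and 218, and for the interaction between 118 and 374, without umbilical cord LBW replicates 2 and 1. Calls at the unadjusted thresholds on the arrays labelled liver lay between 635 and 1425, the latter without LBW replicate 1, and genes of Table 6 between 3, without skeletal muscle ABW replicate 2, and 5.

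Other divisions of the arrays into groups of the same sizes were counted, the real one included. At an adjusted p under 0.05 limma called 0 probes in skeletal muscle and on the arrays labelled liver, which every division reaches (35 of 35 and 10 of 10), so these counts test nothing. At the unadjusted thresholds 1 of 35 gave as many as the 2089 in skeletal muscle, which argues against chance there, and 3 of 10 as many as the 806 on the arrays labelled liver, where 10 divisions cannot exclude chance. On those labelled umbilical cord 1 of 35 gave as many at an adjusted p under 0.05, and 5 of 35 at the unadjusted thresholds, so for the latter chance cannot be excluded. Of 100 drawn across tissues, 2 gave as many at an adjusted p under 0.05, 3 at an unadjusted p, 3 as many shared calls and 3 as many past 10-fold. These draws moved the arrays of each tissue separately, although liver and muscle come from the same neonates by the paper, so their spread may be too narrow, and chance cannot be excluded for these counts. For the functional categories it was 1 of 100, but their genes were chosen by the paper on the real groups, so this count excludes nothing.

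Among the 75 named gene and tissue pairs, 9 had an adjusted p under 0.05, all on the arrays labelled umbilical cord. Of their values under the alternatives, 1436 stayed on their side of the threshold or within the spread, 86 lost it, 6 gained it and 33 moved beyond the spread. P2RX5 and NM_000850 lost it under 16 alternatives each and ATP5F1 under 2. The fry test of marker lists was not run, since the lists could not be used, and the mean signals for the planned background correction are not in the files. Of the 17117 probes kept, 12397 were well above background on all 22 arrays, and for the others dim arrays limit what a difference can show.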

Differences from the paper's values

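The normexp background correction of the median signals was chosen after seeing the values, and all other alternatives named in this part were set before the data were examined.

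The paper gives 250 genes in liver in its text and 210 in its legends, and 806 were found on the arrays labelled liver. Of 22 alternatives, spike-in scaling, the methods' t-test and the normexp correction, chosen after seeing the values, came within 1.5 times, and the others did not. The paper gives 850 in skeletal muscle against 2089, and none of 22 alternatives came within. The paper gives 891 in umbilical cord against 1528. Of 25 alternatives, 8 came within, the stricter filter, the methods' t-test, the ABW arrays of slide 4 alone, leaving out ABW replicate 3 or 4 or LBW replicate 2 or 4, and the normexp correction, chosen after seeing the values. The normexp correction drops 25 of the 51 rows of the paper's Table 2, 22 of 51 in Table 3 and 17 of 51 in Table 4 from the calls.

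The regions of Figure 3 were each set against 30 alternatives. For skeletal muscle alone the paper gives 733 genes, 584 up and 149 down, against 1655, 1342 and 313. None came within for the first and second counts, and the methods' t-test and the normexp correction did for the last. For liver alone the paper gives 182, 115 up and 67 down, against 568, 343 and 225. The methods' t-test came within for all of these, the normexp correction for the total and the up count, and the others for none. For umbilical cord alone the paper gives 788 and 338 up, against 1210 and 548. For the total 11 came within, the methods' t-test, the floor on dim signals, the stricter filter, the normexp correction, and leaving out skeletal muscle LBW replicate 4, liver LBW replicate 1, umbilical cord ABW replicate 3 or 4 or LBW replicate 2, 3 or 4. For the up count 6 did, the methods' t-test and leaving out umbilical cord ABW replicate 3 or 4 or LBW replicate 1, 2 or 4.

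For skeletal muscle and liver the paper gives 19, with 16 up and 3 down in muscle and 15 up and 4 down in liver, against 167, 142, 25, 128 and 39. The normexp correction came within for the total and the methods' t-test for both down counts, and none for the up counts. For liver and umbilical cord the paper gives 5, with 2 up and 3 down in cord and 3 up and 2 down in liver, against 51, 22, 29, 29 and 22, and of the 30 the methods' t-test alone came within, for all of these. For skeletal muscle and umbilical cord the paper gives 94, with 60 up and 34 down in muscle and 22 up and 72 down in cord, against 247, 161, 86, 54 and 193. The methods' t-test came within for all of these, the stricter filter for both down counts, the normexp correction for the cord up count, and the others for none. For all 3 tissues the paper gives 4, up in muscle and liver and down in cord, against 20, of which 16 were up in muscle, 17 up in liver and 17 down in cord. The methods' t-test came within for the muscle and liver counts, and none for the total and the cord count.

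In Table 5 the paper gives 2 genes up in skeletal muscle for cellular carbohydrate metabolic process against 1. Of 30 alternatives 5 came within, the authors' deposited values and leaving out skeletal muscle ABW replicate 1 or LBW replicate 1, 2 or 4. It gives 2 down in skeletal muscle for cellular catabolic process against 1, and 5 came within, scaling to the median and leaving out skeletal muscle ABW replicate 1 or 4 or LBW replicate 1 or 4.

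The paper states that all genes of Table 6 were significantly changed in the array, and the p printed there is that of the two-way test. Across tissues the unadjusted p from limma was under 0.05 for all 6 reported here, between 3.2e-05 for ADK and 0.0190 for PASK. The tests within skeletal muscle that follow are a different measure. The 6 reported here had its direction by the 75th percentile scaling, and 5 of them had an unadjusted p under 0.05 in limma and 3 by the methods' t-test, ADK, ELMOD1 and SLC12A9. PASK, skeletal muscle, had a p of 0.0963, and a p of 0.0282 without ABW replicate 3, 0.0299 without ABW replicate 4 and 0.0206 with the replicate block. The paper lists the genes of Tables 2, 3 and 4 by the methods' t-test. By that test on the authors' deposited values 36, 17 and 50 of the 51 rows of each had a p under 0.05. The paper describes Additional file 1 as holding genes past its fold threshold in some tissue, and by the file's own folds 563 of its 1973 genes stay under 1.5-fold in every tissue. The totals of genes changed across tissues and the folds of the other named genes in Tables 2, 3, 4 and 6 did not differ by the rule used here. For EHHADH and IMMP1L, umbilical cord, GOLSYN, liver, and WDR8, skeletal muscle, a group was well above background on no array, so folds of at least 12.8, 9.27, 2.78 and 2.11 are set here against 29.7, 21.2, 6.13 and 5.68 in the paper, which such bounds neither reach nor exclude. The bounds hold for this processing. With the normexp correction the log2 differences were -1.05, -0.81, 0.25 and -0.24 in the same order.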

Other observations

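The tests of exchanged tissue labels, mixed RNA, a single wrong label and wrong gene names, of place and slide in the matching of arrays, of swapped and wrong group labels, of related animals, of the slides of the umbilical cord arrays, and of the slides in skeletal muscle were chosen after the results were seen. The tests by spike-in scaling, by shuffling and by DDX3Y were set before their results.

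All 23 genes of the hepatocyte list were higher on every array labelled umbilical cord than on every array labelled liver, by a median of at least 6.78 on the log2 scale with the 10 that were well above background on no array labelled liver at their bound. All genes of this list and of the striated muscle and matrix lists were taken from Additional file 1, which the paper selected on these arrays for birth weight. Among the most abundant, HGFAC was 6.10 ± 0.83 (SD) on the arrays labelled umbilical cord and -0.77 ± 0.26 on those labelled liver, and GJB1 was 5.76 ± 0.29 and -2.96 ± 0.27. On skeletal muscle arrays 8 of 8 striated muscle genes were highest, which argues against wrong gene names of the probes. With spike-in scaling 23 of 23 hepatocyte genes stayed apart, which argues against the scaling of the arrays. All 8 arrays labelled umbilical cord had a mean of the list above every array labelled liver, which argues against a single wrong label. Of the 23 genes 7 were well above background on all arrays labelled liver and 10 on none, which argues against liver RNA mixed into the umbilical cord samples. Of the 12 matrix genes, 9 had the higher mean on the arrays labelled liver. The exchange of the labels of liver and umbilical cord is a candidate explanation, and the 23 genes are consistent with it. Where in the handling it might have happened cannot be read from the files, and no biological explanation was tested. Under this hypothesis, the values given for liver would belong to umbilical cord and the reverse. Comparisons of LBW with ABW within a label would keep their values and change their tissue.

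Some probes were switched on in part of the arrays of a tissue and off in the others, as a sequence difference between animals would give. Such probes, with a gap of at least 2 on the log2 scale in both tissues compared, numbered 33 for skeletal muscle and umbilical cord, 32 for skeletal muscle and liver and 36 for umbilical cord and liver by the labels. The pattern was first seen in correlations between arrays, gaps of 1.5 and 2 were then both looked at, and the larger was kept after its result had been seen. With it 19 pairs of arrays were each other's best match, 13 within a birth weight group and 6 across groups. The median match was 86.1% for these pairs and 57.6% for the other pairs. With the gap of 1.5 there were 17 such pairs, 13 within a group and 4 across groups.

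Shuffling the arrays of each probe never gave a mean best match as high (permutation p = 0.000999, the smallest that 1000 shuffles can give), which argues against chance matches. Of the 19 pairs, 3 shared their place on the slide, which argues against place as the source. The same slide was shared by 0 of them, so it cannot have paired these arrays. Only slide 4 held arrays of different tissues, so the layout left few such pairs possible and the 0 says little more. The array labelled liver ABW replicate 3 matched LBW arrays of both other tissues, skeletal muscle LBW replicate 1 and umbilical cord LBW replicate 2, with either gap. These 2 matches are consistent with a single wrong label on that array. Umbilical cord ABW replicate 4 and LBW replicate 1 matched arrays labelled liver of the other group with either gap. With the gap of 2 these 2 arrays also matched skeletal muscle arrays of the other group. With the gap of 1.5 they did not, since ABW replicate 4 matched skeletal muscle ABW replicate 3 and LBW replicate 2 equally, at 81.2%, and LBW replicate 1 matched skeletal muscle LBW replicate 3 best, at 65.6%. With the gap of 2 these matches closed into triples. Skeletal muscle LBW replicate 2, umbilical cord ABW replicate 4 and liver LBW replicate 1 were all each other's best match. So were skeletal muscle ABW replicate 4, umbilical cord LBW replicate 1 and liver ABW replicate 2. With the gap of 1.5 both triples kept their links to the array labelled liver. If each triple came from a single animal, a group label in it would be wrong. Which arrays share an animal is not given, so a swap between the groups of the umbilical cord arrays could neither be shown nor excluded. Related animals stay open as well, since the paper states that the dams had a common sire. The highest match among the other pairs, 78.8%, lay above the lowest across groups, 77.8%. DDX3Y, a gene of the Y chromosome, was well above background on all 22 arrays while the paper describes the neonates as female. As this was so on every array, that 0 of the 19 pairs differed in it was fixed in advance and decides nothing. Its level lay between -1.69 and -0.36 on the ABW and between -5.33 and -3.72 on the LBW arrays labelled umbilical cord, while the groups overlapped in skeletal muscle, and its specificity was not tested. All groups in the text are those of the labels.

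The differences on the arrays labelled umbilical cord follow in part the slides of the ABW arrays. At the 103 probes called lower in LBW, slide 6 lay above slide 4 within the ABW group by a median of 0.96, against -0.04 for all probes, and 92 of them were higher on slide 6. The median level of these probes was -1.83 on slide 6, -2.87 on slide 4 and -5.27 on slide 5, which held all LBW arrays. These values are consistent with a difference between slides as a contributor. The level of slide 4 lay between the others, so slide 6 alone is not the whole difference. Among probes well above background on every umbilical cord array 39 were called lower in LBW, which argues against the background level of slide 6 as the whole source. Without ABW replicate 4 there were 48 probes at an adjusted p under 0.05, which leaves a wrong label of that array open, since leaving out any array also removes precision. Within the ABW group 0 probes differed between slide 6 and slide 4 at an adjusted p under 0.05 in limma, with 2 arrays on each. The division that the matching of arrays with the gap of 2 implies, with ABW replicates 1, 2 and 3 and LBW replicate 1 against the others, gave 2448 calls at the unadjusted thresholds against 1528 for the labels, but 0 probes at an adjusted p under 0.05 against 107, and 15 past 10-fold against 47. Its number of calls was the most of 35 divisions and was looked at after the matching was seen.

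In skeletal muscle 0 slides hold arrays of both groups, so the slide and birth weight cannot be told apart for the probes called there.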
